# Mouse gastric tumor models with prostaglandin E_2 _pathway activation show similar gene expression profiles to intestinal-type human gastric cancer

**DOI:** 10.1186/1471-2164-10-615

**Published:** 2009-12-17

**Authors:** Hiraku Itadani, Hiroko Oshima, Masanobu Oshima, Hidehito Kotani

## Abstract

**Background:**

Gastric cancers are generally classified into better differentiated intestinal-type tumor and poorly differentiated diffuse-type one according to Lauren's histological categorization. Although induction of prostaglandin E_2 _pathway promotes gastric tumors in mice in cooperation with deregulated Wnt or BMP signalings, it has remained unresolved whether the gastric tumor mouse models recapitulate either of human gastric cancer type. This study assessed the similarity in expression profiling between gastric tumors of transgenic mice and various tissues of human cancers to find best-fit human tumors for the transgenic mice models.

**Results:**

Global expression profiling initially found gastric tumors from *COX-2*/*mPGES-1 *(C2mE)-related transgenic mice (*K19-C2mE*, *K19-Wnt1/C2mE*, and *K19-Nog/C2mE*) resembled gastric cancers among the several tissues of human cancers including colon, breast, lung and gastric tumors. Next, classification of the C2mE-related transgenic mice by a gene signature to distinguish human intestinal- and diffuse-type tumors showed C2mE-related transgenic mice were more similar to intestinal-type compared with diffuse one. We finally revealed that induction of Wnt pathway cooperating with the prostaglandin E_2 _pathway in mice (*K19-Wnt1/C2mE *mice) further reproduce features of human gastric intestinal-type tumors.

**Conclusion:**

We demonstrated that C2mE-related transgenic mice show significant similarity to intestinal-type gastric cancer when analyzed by global expression profiling. These results suggest that the C2mE-related transgenic mice, especially *K19-Wnt1/C2mE *mice, serve as a best-fit model to study molecular mechanism underlying the tumorigenesis of human gastric intestinal-type cancers.

## Background

Gastric cancers are classically categorized into intestinal type and diffuse type based on Lauren's histological classification [1]. Intestinal-type gastric cancers are characterized by better differentiated, cohesive and glandular-like cell groups. The intestinal type is progressed through multiple steps beginning with atrophic gastritis that is followed by intestinal metaplasia, dysplasia and carcinoma [2,3]. Diffuse type corresponds to poorly differentiated, infiltrating and non-cohesive tumor cells. Although diffuse type is not characterized by the multiple proceeding steps, this shows more metastatic phenotype with poorer prognosis.

Several genetic alterations are more frequently observed in either subtype of gastric cancer. Overexpression of *ErbB2 *is selectively found in intestinal-type tumors and may serve as prognostic marker for tumor invasion [4,5]. *ErbB2 *expression level was reported to correlate with lymph node or liver metastasis [6,7]. Significant decrease in the expression of E-cadherin (*CDH1*) has also been described preferentially in diffuse-type gastric cancer ranging from 20% to 90% of frequency [8-10]. The decreased expression of *CDH1 *is caused by LOH or hypermethylation. Interestingly, hereditary diffuse gastric cancer is caused by germline mutations of *CDH1 *gene [11,12]. In addition, mutation in adenomatous polyposis coli (*APC*) which activates Wnt/β-catenin pathway is predominantly found in intestinal-type gastric cancer [13]. Cyclooxygenase-2 (*COX-2*) that is one of the crucial enzymes to synthesize prostaglandin E_2 _is highly up-regulated in intestinal-type cancers compared with diffuse-type ones [14]. These genetic alterations could be used as a hallmark of each type of gastric cancer as well as the histological features.

Genome-wide mRNA expression profiles have identified gene signatures to distinguish intestinal- and diffuse-type gastric cancers. Boussioutas *et al*. [15] reported that the gene signature distinctive for intestinal type exhibits the up-regulation of proliferation markers related to DNA replication, spindle assembly and chromosome segregation. Down-regulated genes in the signature are associated with epithelial differentiation. Jinawath *et al*. [16] also developed another gene signature that is differentially expressed between intestinal-type and diffuse-type cancers with Japanese gastric tumor samples. The intestinal-type signature represented enhancement of cell cycle progression, while the genes associate with extracellular-matrix (ECM) are deregulated in the diffuse type signature. These signatures could provide opportunities of developing biomarkers to diagnose/distinguish the two types in both clinical and preclinical researches.

Transgenic mice that develop gastric tumors present suitable models to decipher gastric tumorigenesis, and identify novel therapeutic targets. We have previously developed several transgenic mice in which prostaglandin E_2 _production pathway is highly activated specifically in gastric mucosa. *K19-C2mE *mice expressing *COX-2 *and microsomal prostaglandin E synthase-1 (*mPGES-1*) develop inflammation-associated hyperplasia [17]. This was mediated through the recruitment of mucosal macrophages. By crossing the *K19-C2mE *mice with *K19-Wnt1 *mice, cooperative effect of Wnt1 and PGE_2 _on gastric tumorigenesis was investigated. The *K19-Wnt1/C2mE *mice led to the development of dysplastic gastric adenocarcinoma signifying the importance of the Wnt pathway activation to keep the progenitor cells undifferentiated [18]. To examine the additional effect of the suppression of BMP pathway on the prostaglandin E_2 _activation, the compound mice of *K19-Nog/C2mE *were established. The *K19-Nog/C2mE *mice cause the development of gastric hamartomas that are morphologically similar to juvenile polyposis (JP) [19]. Although the detailed histological and hypothesis-based molecular analysis implicated the pivotal role of prostaglandin E_2_, Wnt and Nog pathway respectively in gastric tumorigenesis, it remains elusive whether the K19-C2mE and its compound transgenic mice show similarity to intestinal type or diffuse type of human gastric cancers when analyzed by non-biased global expression profile.

In order to identify which types of human gastric tumors (intestinal or diffuse type) the C2mE-related mice are more similar to, we compared expression profile of the two types of human gastric cancer with those of *K19-C2mE*, *K19-Wnt1/C2mE*, and *K19-Nog/C2mE *transgenic mice.

## Results

### Overall gene expression profiles of transgenic animals

We have previously developed several types of transgenic mice in which prostaglandin E_2 _pathway is activated. *K19-C2mE *mice expressing *COX-2 *and *mPGES-1 *induce hyperplasic gastric tumors. *K19-Wnt1/C2mE *mice in which both Wnt and prostaglandin E_2 _pathways are activated cause dysplastic gastric tumors. *K19-Nog/C2mE *mice expressing noggin as well as C2mE develop gastric hamartomas. To provide insight into the molecular mechanism of gastric tumorigenesis, gastric tissues from the transgenic mice and wild-type mice were subject to microarray analysis. Using the Affymetrix GeneChip system, mRNA expression levels were measured for 45,037 probe sets, which represent 21,066 Entrez genes and 5,324 other sequences. 

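RNA came from the glandular stomach of single mice of 6 genotypes, with 1 Affymetrix Mouse Genome 430 2.0 array per mouse and 21 arrays in all: wild-type C57BL/6 (n = 3), K19-Wnt1 (n = 5), K19-Nog (n = 2), K19-C2mE (n = 3), K19-Wnt1/C2mE (n = 5) and K19-Nog/C2mE (n = 3). The K19 promoter drives each transgene in gastric epithelium. C2mE stands for Ptgs2 (cyclooxygenase 2) with Ptges (microsomal prostaglandin E synthase 1), the enzymes that make prostaglandin E2; Wnt1 is a ligand of the canonical Wnt pathway; Nog encodes noggin, a secreted antagonist of BMP ligands. The authors processed the arrays with RMA and gave linear intensities, of which log2 was taken here without a filter on low signal. Of the 45037 probe sets, 34945 map to 1 gene, 932 to several and 9160 to none in the annotation used; the brightest probe set of each of 18193 genes stands for the gene unless a probe set is named. A linear model in limma was fitted to all arrays with 1 coefficient per genotype, p values were adjusted by Benjamini-Hochberg, and an adjusted p under 0.05 is called a change. Median signals of the arrays lie between 65.96 and 68.76, and arrays of the same genotype correlate at r = 0.983 to 0.996. The first 3 principal components hold 56.8%, 9.77% and 6.64% of the variance. Before the data were examined, 28 gene lists were fixed, among them stomach cell types, immune cells, muscle, stroma, Wnt and BMP pathways and markers of tissues that could be dissected along; camera tests the shift of each list. Y-linked genes were high and Xist low in 9 of the 21 arrays: 2 of 3 wild-type, 4 of 5 K19-Wnt1, 2 of 3 K19-C2mE, 1 of 5 K19-Wnt1/C2mE, 0 of 2 K19-Nog and 0 of 3 K19-Nog/C2mE. The number of mice limits precision: of changes of 1 log2 unit planted in simulated data of this layout, 94% were recovered in K19-C2mE, 88.1% in K19-Wnt1/C2mE, 88.1% in K19-Nog/C2mE, 95.5% in K19-Wnt1 and 86.6% in K19-Nog, all against wild-type, and of changes of 0.5 only 20.9% in K19-Nog. Each share rests on 67 probe sets, so small differences between genotypes say little about the effect of mouse number. The simulation gave a probe set the same spread in every genotype and changed only 200 of 45037 probe sets, far fewer than differed in the real C2mE comparisons. In the real arrays spreads can differ, as for the gene Kcne2 with an SD of 0.113 in wild-type and 1.76 in K19-C2mE.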

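Ptgs2, the inducible cyclooxygenase that is part of the C2mE transgene, rose in each genotype that carries C2mE. On probe set 1417263_at its log2 level was 7.06 ± 0.32 (SD, n = 3) in wild-type, 9.34 ± 0.42 (n = 3) in K19-C2mE, 9.82 ± 0.40 (n = 5) in K19-Wnt1/C2mE and 9.70 ± 0.11 (n = 3) in K19-Nog/C2mE. These are rises of 2.27 (SE 0.25, limma adjusted p = 2.11e-06), 2.76 (SE 0.22, adjusted p = 1.55e-08) and 2.64 (SE 0.25, adjusted p = 2.36e-07). Ptgs2 differed by 0.43 (adjusted p = 0.757) in K19-Wnt1 and 0.33 (adjusted p = 0.583) in K19-Nog. A second Ptgs2 probe set gave 0.35, 2.02 and 1.36 in the 3 C2mE genotypes (adjusted p = 0.835, 0.0638 and 0.297). Ptges, the other enzyme of the transgene, gave 0.26, 0.34 and 0.07 on its brightest probe set (adjusted p = 0.374, 0.131 and 0.839), and its other probe sets also did not pass. Wnt1 differed by 0.07 in K19-Wnt1 (adjusted p = 0.958) and -0.21 in K19-Wnt1/C2mE (adjusted p = 0.176). Nog differed by 0.07 in K19-Nog (adjusted p = 0.933) and 0.25 in K19-Nog/C2mE (adjusted p = 0.525). Whether the probe sets of Ptgs2, Ptges, Wnt1 and Nog lie inside the transgene constructs is not known, so these values, the rise of Ptgs2 among them, need not measure transgene RNA. The prostaglandin E2 receptors moved apart. Ptger3 fell by 2.66 (SE 0.36, adjusted p = 1.87e-05) in K19-C2mE, with -3.36 (SE 0.32, adjusted p = 1.27e-07) in K19-Wnt1/C2mE and -3.50 (SE 0.36, adjusted p = 5.8e-07) in K19-Nog/C2mE. Ptger4, the receptor also called EP4, rose by 1.79 (SE 0.23, adjusted p = 1.05e-05), 2.45 (SE 0.21, adjusted p = 2.43e-08) and 1.83 (SE 0.23, adjusted p = 6.38e-06). Slco2a1, the prostaglandin uptake transporter, fell by 1.84 (SE 0.30, adjusted p = 7.99e-05) in K19-Wnt1/C2mE. Of the 15 genes of the prostaglandin list, 3 rose and 5 fell in K19-C2mE, 4 rose and 8 fell in K19-Wnt1/C2mE and 5 rose and 5 fell in K19-Nog/C2mE (3 and 5, 5 and 8, 5 and 5 when adjusted over the list alone). The list as a whole did not shift by camera (median log2 -0.07, -0.40 and -0.08, adjusted p = 0.97, 0.444 and 0.975).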

Increased expression of introduced gene in each transgenic mouse was observed as reported previously [17-19].

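In the stomachs of K19-C2mE, K19-Wnt1/C2mE and, in this order throughout, K19-Nog/C2mE mice, genes of the acid-secreting parietal cells, of endocrine cells and of oxidative metabolism fell against wild-type. Genes of mucous neck cells and of metaplastic (SPEM) glands rose. Of 15 parietal cell genes 12, 14 and 14 fell (13, 14 and 14 when adjusted over the list alone), with medians of -2.07, -4.38 and -3.72. Kcne2, a potassium channel subunit needed for acid secretion, fell by 4.07 (SE 0.84, limma adjusted p = 0.00125), with -6.62 (SE 0.76, adjusted p = 1.17e-06) and -5.93 (SE 0.84, adjusted p = 2.76e-05) in the other genotypes, and the anion exchanger Slc26a7 fell by 4.00 (SE 0.60, adjusted p = 6.03e-05) in K19-C2mE. Of 14 SPEM and mucous neck genes 12, 13 and 12 rose (13, 13 and 13 over the list alone), with medians of 1.69, 2.17 and 1.74. Dmbt1, a secreted mucosal defence protein, rose by 4.45 (SE 0.50, adjusted p = 2.17e-06), 4.81 (adjusted p = 8.05e-08) and 4.49 (adjusted p = 1.43e-06), and Wfdc2, an antiprotease marker of SPEM, by 4.02 (SE 0.38, adjusted p = 3.01e-07) in K19-C2mE. Of 14 endocrine genes 10, 11 and 10 fell (11 in each over the list alone), with medians of -1.97, -2.55 and -2.77. Somatostatin (Sst) fell by 3.91 (SE 0.67, adjusted p = 0.000235), with -5.09 (adjusted p = 1.82e-06) and -5.29 (adjusted p = 7.55e-06) in the other genotypes. Of 27 genes of oxidative metabolism, a list that shares Esrrg with the parietal list and was not tested apart from parietal loss, 23, 24 and 23 fell, the same over the list alone, with medians of -0.59, -0.75 and -0.59. The respiratory chain subunit Cox7a1 fell by 3.66 (adjusted p = 0.000213), with -5.71 (adjusted p = 1.69e-07) and -5.37 (adjusted p = 2.65e-06) in the other genotypes. By camera the parietal list shifted at adjusted p = 1.98e-08, 2.59e-09 and 2.42e-10 and the endocrine list at adjusted p = 2.27e-06, 2.18e-06 and 1.45e-07, both with adjusted p = 0.259, 0.214 and 0.143 with an estimated correlation. The SPEM list shifted at adjusted p = 2.67e-11, 5.11e-10 and 6.5e-09 (adjusted p = 0.0487, 0.0733 and 0.121 with an estimated correlation) and the oxidative metabolism list at adjusted p = 1.1e-13, 4.23e-12 and 2.84e-12 (adjusted p = 0.166, 0.214 and 0.143 with an estimated correlation). Among 9 chief cell genes 2 rose in each genotype and 2, 5 and 5 fell (4, 5 and 5 over the list alone). The medians are low, at -1.97, -2.67 and -3.04, but camera did not call a shift of this mixed list (adjusted p = 0.503, 0.149 and 0.0758). Pepsinogen C (Pgc) fell by 6.33 (SE 0.87, adjusted p = 1.92e-05) in K19-Nog/C2mE, whereas chymosin (Cym) rose by 5.07 (adjusted p = 0.000648) in K19-C2mE. The chief cell genes Chia1 and Cblif stood at -7.94 (adjusted p = 8.64e-05) and -7.39 (adjusted p = 0.000152) in K19-Nog/C2mE. Cblif was at -6.17 (adjusted p = 2e-04) in K19-Wnt1/C2mE. Of 11 foveolar (surface mucous) genes 2 rose in each genotype and 0, 6 and 2 fell (0, 7 and 2 over the list alone), also without a shift (medians 0.06, -0.19 and 0.06, adjusted p = 0.25, 0.354 and 0.734), and the surface mucin Muc5ac fell by 4.50 (SE 0.88, adjusted p = 0.00043) in K19-Wnt1/C2mE. Of 38 proliferation genes 12, 13 and 14 rose (19, 12 and 17 over the list alone), with medians of 0.58, 0.40 and 0.53 (camera adjusted p = 4.06e-05, 0.00327 and 2.47e-06, but adjusted p = 0.654, 0.707 and 0.733 with an estimated correlation). The replication helicase subunit Mcm4 rose by 0.93 (SE 0.19, adjusted p = 0.00126), 1.10 (adjusted p = 4.8e-05) and 1.25 (adjusted p = 6.8e-05). The chloride channel Cftr, a member of the SPEM and mucous neck list, rose by 6.98 (SE 0.53, adjusted p = 3.22e-08), 7.86 (SE 0.47, adjusted p = 5.73e-10) and 6.47 (SE 0.53, adjusted p = 4.4e-08), and the tight junction pore Cldn2 by 7.00 (SE 0.89, adjusted p = 9.3e-06) in K19-C2mE. Beside all of these, forestomach squamous genes were higher by a median of 3.85 in K19-C2mE (25 of 29 rose, 26 over the list alone, camera adjusted p = 1.09e-13, adjusted p = 0.294 with an estimated correlation). The squamous median was 1.15 in K19-Wnt1/C2mE (10 rose, 9 over the list alone, camera adjusted p = 0.00183, adjusted p = 0.68 with an estimated correlation) and -0.38 in K19-Nog/C2mE (2 rose, camera adjusted p = 0.907). Across all probe sets, 9625 changed in K19-C2mE (4643 higher, 4982 lower), 16432 in K19-Wnt1/C2mE (7916 and 8516) and 12875 in K19-Nog/C2mE (6402 and 6473), or 21.4%, 36.5% and 28.6%. In K19-Wnt1 7 changed (1 higher, 6 lower) and in K19-Nog 2357 (1338 and 1019, or 5.23%). The largest change in K19-Wnt1 is a fall of Zfand6, a zinc finger protein, from 11.7 ± 0.07 (SD, n = 3) to 10.7 ± 0.05 (n = 5), or -1.03 (SE 0.06, adjusted p = 6.41e-08), and in K19-Nog the neuropeptide gene Vip rose by 3.90 (SE 0.36, adjusted p = 3.08e-06). The K19-Wnt1 count is 3 without wild-type 3, K19-Wnt1 2, K19-Wnt1 4 or K19-Wnt1 5, 4 without K19-Wnt1 6 and 12 without K19-Wnt1 1, and the K19-Nog count is 831 without K19-Nog 1, 1012 without K19-Nog 2, 1391 without wild-type 1 and 1368 without wild-type 3. With the squamous median as a covariate 3837 probe sets changed in K19-C2mE, and with the Y-linked level as a covariate 1495 in K19-Nog, both settings chosen after the values were seen. As the squamous level itself separates K19-C2mE from wild-type, the lower K19-C2mE count does not show that squamous content accounts for the changes.

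**Figure D1:**
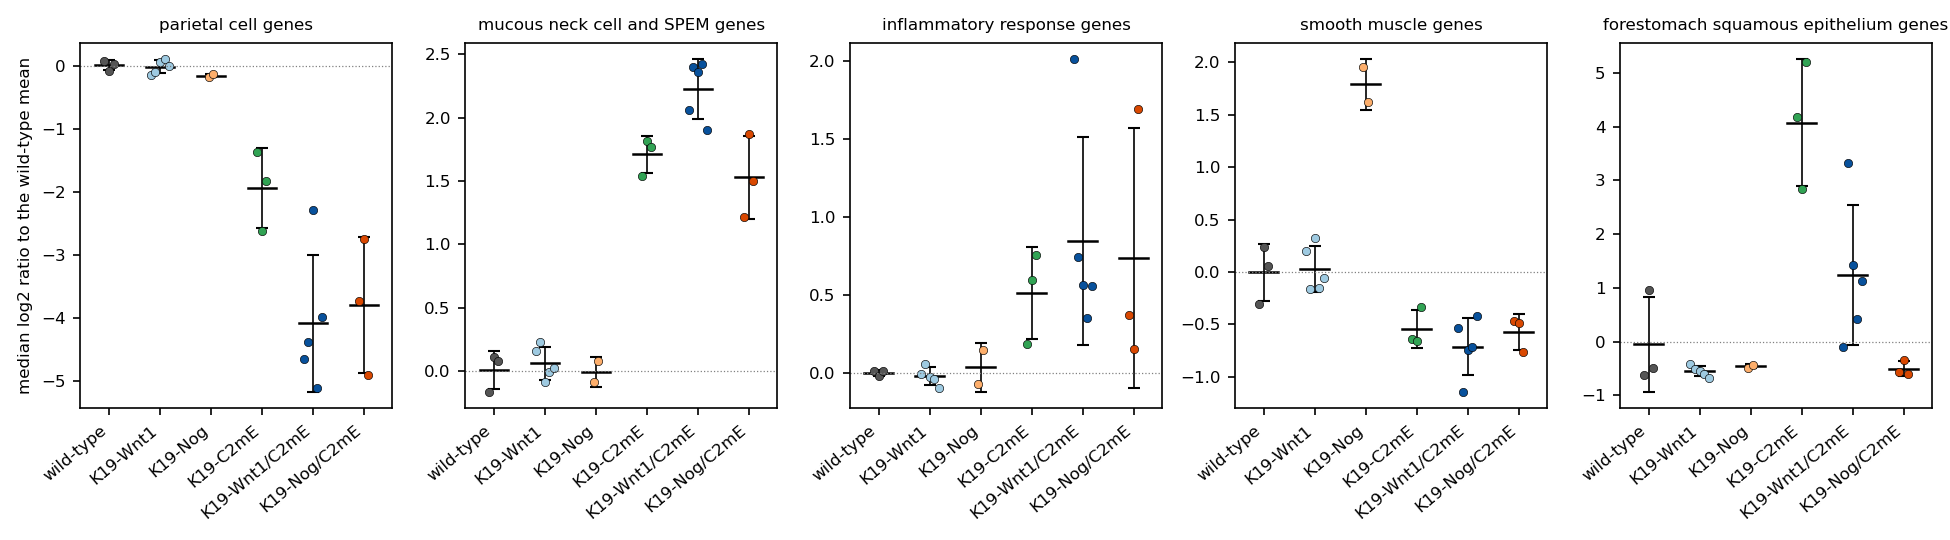
Median log2 difference from the wild-type mean (vertical axis) of the genes of 5 lists, by genotype (horizontal axis); 1 point per mouse, black lines are means and bars 1 SD. Parietal cell medians lie between -0.08 and 0.07 in wild-type, -2.62 and -1.36 in K19-C2mE, -5.12 and -2.29 in K19-Wnt1/C2mE and -4.91 and -2.75 in K19-Nog/C2mE.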

Genome-scale overview of the microarray data revealed that expression changes in the three tumor models of *K19-C2mE*, *K19-Wnt1/C2mE *and *K19-Nog/C2mE *were quite similar, whereas overexpression of Wnt1 only or Nog only led to the expression changes in a small portion of genes (Figure 1). This suggests most of expressional changes in the three transgenic mice were caused by the activation of PGE_2 _pathway. 

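The genes that moved most with C2mE in a Wnt1 or a Nog background include the channel, mucin and parietal genes that moved without them. In K19-Wnt1/C2mE against K19-Wnt1, Cldn2, a tight junction pore, rose by 8.37 (SE 0.69, limma adjusted p = 1.28e-08), Cftr, a chloride channel, by 7.94 (SE 0.41, adjusted p = 4.91e-11) and Reg1, a secreted regenerating protein, by 8.10 (SE 0.80, adjusted p = 1.39e-07). Kcne2 of parietal cells fell by 6.54 (SE 0.65, adjusted p = 1.6e-07), and Cblif, the gene of intrinsic factor, fell by 6.12 (SE 0.96, adjusted p = 4.05e-05). In K19-Nog/C2mE against K19-Nog, Cftr rose by 5.47 (SE 0.59, adjusted p = 1.34e-06), Muc4, a membrane mucin, by 4.85 (SE 0.64, adjusted p = 1.33e-05) and Cldn2 by 5.05 (SE 0.99, adjusted p = 0.000761). Chia1, an acidic chitinase of chief cells, fell by 7.98 (SE 1.41, adjusted p = 0.000272) and pepsinogen C (Pgc) fell by 6.27 (SE 0.98, adjusted p = 7.76e-05). The counts are 16896 probe sets (8415 higher, 8481 lower) with Wnt1 and 9414 (4651 and 4763) with Nog, the latter 5540 without K19-Nog 1 and 6187 without K19-Nog 2. These comparisons share no array with K19-C2mE against wild-type. Over all probe sets the log2 changes of K19-C2mE correlate at r = 0.842 with those of C2mE beside Wnt1 and at r = 0.775 with those of C2mE beside Nog, and the last pair at r = 0.793 (rank correlations 0.741, 0.719 and 0.66). Genes are not independent replicates, and jackknife errors over arrays are 0.053, 0.0811 and 0.0689. Of the probe sets, 3747 were higher and 3845 lower both in K19-C2mE against wild-type and in K19-Wnt1/C2mE against K19-Wnt1, where independent calls would give 867.5 and 938.2, and 48 had opposite calls. For K19-Nog/C2mE against K19-Nog the shared calls are 3041 and 2941, where independent calls would give 479.5 and 526.9, with 23 opposite. Measured against the same wild-type mice the correlations are 0.861, 0.797 and 0.852, and simulated sets with a shared control but no common effect reach 0.562, 0.501 and 0.562. The covariances are 0.288, 0.251 and 0.308, against 0.014, 0.014 and 0.0141 in these simulated sets. With n = 3 the wild-type group was not divided to remove that part, since a share would hold a single mouse.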

Hypergeometric test for gene enrichment showed that the genes involved in wound healing and inflammatory response were significantly condensed with the p-value of 1.5 × 10^-21 ^and 4.2 × 10^-13^, respectively, in the gene set changed by the C2mE induction.

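Genes of wound healing with matrix remodelling and inflammatory genes were higher in the stomachs of C2mE mice than in wild-type, together with a list of B and plasma cell genes that also holds the epithelial gene Pigr. Values follow the order K19-C2mE, K19-Wnt1/C2mE and then K19-Nog/C2mE. Of 42 wound healing and matrix remodelling genes 16, 23 and 18 rose and none fell (16, 26 and 19 rose when adjusted over the list alone), with medians of 0.48, 0.84 and 0.62. Cd44, a hyaluronan receptor, rose by 4.18 (SE 0.33, limma adjusted p = 4.11e-08), 5.31 (SE 0.29, adjusted p = 2.92e-10) and 3.53 (SE 0.33, adjusted p = 1.92e-07), and Ereg, an EGF receptor ligand, by 3.31 (SE 0.55, adjusted p = 0.00016) in K19-C2mE. Of 52 inflammatory response genes 17, 26 and 17 rose and 1, 2 and 1 fell, the same over the list alone, with medians of 0.51, 1.00 and 0.92. The neutrophil chemokine Cxcl5 rose by 5.48 (SE 0.88, adjusted p = 0.000124) in K19-C2mE and 5.04 (SE 0.79, adjusted p = 4.71e-05) in K19-Wnt1/C2mE. The antibacterial lectin Reg3g rose by 5.30 (SE 1.08, adjusted p = 0.00107), 5.50 (SE 0.96, adjusted p = 0.000148) and 5.14 (SE 1.08, adjusted p = 0.00117). By camera the wound list shifted at adjusted p = 4.81e-05, 4.51e-07 and 6.96e-05 (adjusted p = 0.39, 0.239 and 0.494 with an estimated correlation) and the inflammatory list at adjusted p = 0.000541, 2.61e-05 and 0.000133 (adjusted p = 0.654, 0.676 and 0.782 with an estimated correlation). Of 11 genes of the B and plasma cell list, Pigr among them, 4, 5 and 4 rose, the same over the list alone, with medians of 0.40, 0.27 and 0.42 (camera adjusted p = 0.0207, 0.0221 and 0.0148, but adjusted p = 0.53, 0.598 and 0.587 with an estimated correlation). The list was not tested without Pigr, which is not a B cell gene. Jchain, the joining chain of secreted IgA, rose by 4.32 (SE 0.72, adjusted p = 0.00016) in K19-C2mE, and Pigr, the epithelial receptor that carries IgA, by 5.95 (SE 0.56, adjusted p = 3.04e-07), 6.26 (adjusted p = 1.27e-08) and 5.89 (adjusted p = 2.3e-07). Mast cell markers shifted in K19-C2mE (6 of 10 rose, median 1.37, camera adjusted p = 0.00242, adjusted p = 0.333 with an estimated correlation) and did not pass in the other genotypes (4 and 3 rose, 1 and 2 fell, medians 0.50 and 0.18, adjusted p = 0.13 and 0.663). The mucosal mast cell protease Mcpt2 rose by 3.10 (SE 0.34, adjusted p = 1.78e-06), 3.06 (adjusted p = 1.91e-07) and 2.22 (adjusted p = 5.68e-05). Macrophage markers did not shift as a list (1, 3 and 4 of 19 rose, 1, 2 and 4 over the list alone, medians 0.14, 0.42 and 0.56, adjusted p = 0.417, 0.131 and 0.0625), though Cd68 rose by 1.11 (SE 0.27, adjusted p = 0.00409) in K19-C2mE. Neither did neutrophil markers (3, 3 and 1 of 10 rose, medians -0.05, 0.18 and 0.02, adjusted p = 0.608, 0.354 and 0.907) or T cell markers (0, 0 and 1 of 10 rose and 1, 2 and 1 fell, medians 0.01, 0.05 and 0.21, adjusted p = 0.618, 0.771 and 0.51), among which the T cell kinase Zap70 fell by 0.52 (SE 0.09, adjusted p = 0.00014) in K19-C2mE. Inflammatory medians differ between mice of 1 genotype, from 0.35 to 2.01 in K19-Wnt1/C2mE and from 0.15 to 1.69 in K19-Nog/C2mE. In the same arrays the forestomach squamous list stood between 2.84 and 5.20 above the wild-type mean in K19-C2mE and between -0.61 and -0.34 in K19-Nog/C2mE.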

**Figure 1:**
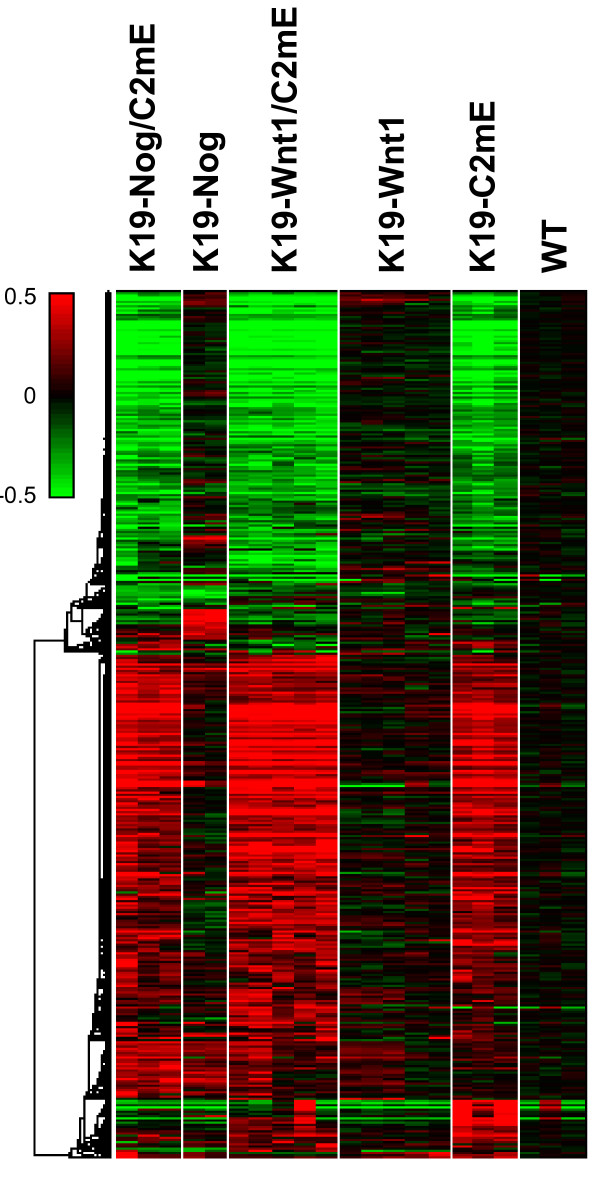
**Genome-scale expression pattern of transgenic mice showing major changes are caused by PGE_2 _induction**. Clustered in rows are 5,440 probe sets selected by fold change threshold of 2 or greater to the average of wild-type and a ratio p-value of 0.01 or less, and columns are mouse gastric samples grouped by genotype. Genotypes are shown on the top of the heatmap. The red-green color scale represents log10 ratio to the average of wild-type samples, as shown in a color bar on top left: red color indicates the gene is up-regulated in the sample, and green indicates down-regulated. WT: wild-type.

### Classification of mouse tumor models under a human gastric cancer subtype

In order to confirm that the mouse gastric tumor models are similar to human gastric cancer, the expression profiles were compared with those of human cancer samples. First, gene expression data of human breast, lung, colon, and gastric tumors were collected from public domain. To estimate similarity between the mouse gastric tumors and the four types of human cancers, supervised classification of principal component analysis (PCA) was conducted using 1,925 genes which were changed more than two-fold in more than 50 samples of all human samples. The PCA with the selected genes found that mouse gastric samples from C2mE-related mice were most closely clustered to human gastric cancers among the four tissues examined, indicating the global expression changes in the gastric tumors of the transgenic mice resembled those in human gastric cancers (Figure 2).

**Figure 2:**
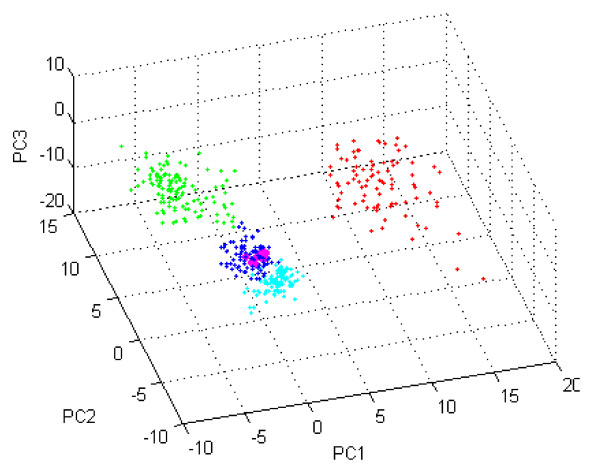
**Overall expression changes in gastric tumors of C2mE-related transgenic mice are most similar to those in human gastric cancers**. *K19-C2mE*, *K19-Wnt1/C2mE*, and *K19-Nog/C2mE *mouse gastric tumors and human gastric (diffuse, intestinal, and mixed type), colon, breast, and lung cancers were plotted by principal component 1 to 3 (PC1 to PC3) calculated using 1,925 genes which were changed by more than two-fold in more than 50 samples of all. The cumulative contribution of the three components was 32%. Dots shown in blue: human gastric cancers; cyan: human colon cancers; red: human lung cancers; green: human breast cancers; magenta: mouse model tumors.

Next, in order to examine which subtype of gastric cancer shows cross-species similarity, the mouse tumors were compared with human gastric intestinal-type and diffuse-type cancers on the basis of their expression profiles. Previous expression profiling studies of human gastric tumor samples have identified gene signatures that classify the two types. Intestinal and diffuse types are the two major types of cancer classified on the basis of microscopic morphology [1]. Boussioutas *et al*. [15] showed that proliferation genes were over-expressed in intestinal-type tumors than in diffuse-type tumors; in contrast, extracellular matrix protein genes were up-regulated in diffuse-type compared with intestinal-type tumors. In order to determine which type of human gastric cancer the mouse models are more similar to, we normalized the human data [20] to the average of normal samples, and selected 122 genes which were changed in the opposite direction in intestinal type and diffuse type [see Additional file 1], to classify intestinal and diffuse types by using the normalized data. The false discovery rate was estimated to be 2.4%. The accuracy of class prediction using this gene set was estimated to be 85% by leave-one-out cross-validation of human samples. We also examined whether this gene set can be used to correctly classify another gastric cancer data set [15]. The test data set included 22 intestinal-type, 35 diffuse-type, and ten normal samples, and was normalized to the average of all normal samples. The error rate was 25% in total, and 29% and 18% in diffuse- and intestinal-type cancers, respectively.

To compare the expression patterns of the signature genes in mouse tumors to those in human gastric cancers, hierarchical clustering analysis was performed with mouse gastric data and human intestinal- and diffuse-type data sets. 

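On the 90 mouse counterparts of the human signature, C2mE tumors scored higher on the axis that separates intestinal from diffuse type, mainly through genes that are lower in human intestinal-type tumors. Of the 80 such genes, 22 fell and 13 rose in K19-C2mE, 30 fell and 13 rose in K19-Wnt1/C2mE and 24 fell and 8 rose in K19-Nog/C2mE, by limma against wild-type (26 and 13, 31 and 13, 26 and 10 when adjusted over the list alone). Among them phospholamban (Pln), a regulator of the muscle calcium pump, fell by 1.44 (SE 0.209, adjusted p = 4.75e-05) in K19-C2mE. Of the 10 genes higher in the intestinal type 3 rose and 2 fell in each of the 3 genotypes, such as Spint2, a protease inhibitor of epithelia, which rose by 0.50 (SE 0.06, adjusted p = 2.41e-06) in K19-Wnt1/C2mE, and Nadk2, a mitochondrial NAD kinase, which fell by 0.51 (SE 0.09, adjusted p = 0.000255) in K19-C2mE. The signature was chosen on human tumors, not on these mice. Each mouse's score follows the formula of the paper's methods on log10 ratios to wild-type, so wild-type averages 0 ± 0.0341 (SD, n = 3). It averages 0.0504 ± 0.0288 (n = 3) in K19-C2mE, 0.0362 ± 0.0358 (n = 5) in K19-Wnt1/C2mE and 0.0598 ± 0.0329 (n = 3) in K19-Nog/C2mE. In K19-Wnt1 it averages -0.0117 ± 0.0185 (n = 5) and in K19-Nog -0.178 ± 0.00589 (n = 2). The 11 C2mE mice exceed the 10 others by 0.0879 (permutation p = 0.00024), and by 0.0539 (permutation p = 0.00134) with the K19-Nog mice left out, a setting chosen after the values were seen. Smooth muscle genes moved with the score, and without the 10 signature genes of that list the difference is 0.0561 (permutation p = 0.00714), or 0.0314 (permutation p = 0.0384) with K19-Nog left out too, and K19-Wnt1/C2mE is above wild-type by 0.0065 (exact p = 0.804). Of 25 smooth muscle genes 10 fell in K19-C2mE, 17 in K19-Wnt1/C2mE and 11 in K19-Nog/C2mE (12, 19 and 12 over the list alone), with medians of -0.51, -0.64 and -0.54 (camera adjusted p = 0.000643, 8.97e-05 and 0.000494, but adjusted p = 0.638, 0.598 and 0.733 with an estimated correlation). Against wild-type alone K19-Wnt1/C2mE has exact p = 0.25, and K19-C2mE and K19-Nog/C2mE have exact p = 0.2 each, where 3 mice against 3 cannot go below exact p = 0.1, so these 2 tests decide nothing.

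**Figure D2:**
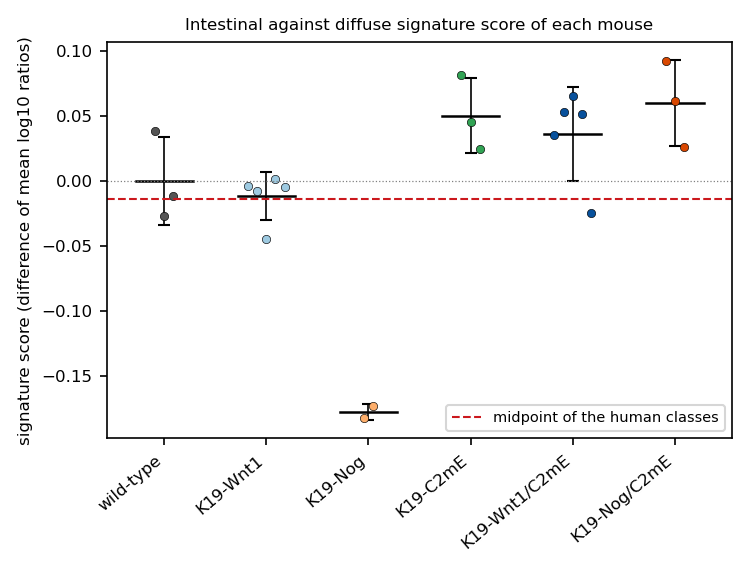
Score on the intestinal against diffuse signature (vertical axis; higher is nearer the intestinal class) by genotype (horizontal axis); 1 point per mouse, black lines are means and bars 1 SD. The red dashed line at -0.0135 is the middle between the human class scores of 0.26 and -0.287.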

The expression pattern of our modified signature genes for distinguishing intestinal- and diffuse-type gastric cancers revealed that the gastric tumors from C2mE-related transgenic mice were more similar to intestinal-type human gastric cancers than to diffuse-type human gastric cancers (Figure 3). 

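Of the C2mE mice, 3 of 3 K19-C2mE, 4 of 5 K19-Wnt1/C2mE and 3 of 3 K19-Nog/C2mE score on the intestinal side of the middle between the human class averages. The mouse on the other side is K19-Wnt1/C2mE 5, with a score of -0.0249, and with wild-type 1 left out of the reference 5 of 5 are on the intestinal side. Scores are relative to wild-type, so an unchanged mouse scores 0, which is already on the intestinal side of the middle at -0.0135. Being on that side is therefore weak evidence of likeness to the human intestinal class, whose average score is 0.26. Mice without C2mE were placed by the same rule, with 2 of 3 wild-type, 4 of 5 K19-Wnt1 and 0 of 2 K19-Nog on the intestinal side. By cosine similarity 3, 5 and 3 mice of the C2mE genotypes are nearer the intestinal than the diffuse class average, against 1 wild-type and 1 K19-Wnt1 mouse. K19-Wnt1/C2mE 5 is nearly level, with cosines of 0.04 for the intestinal and 0.039 for the diffuse class. The paper's discriminant analysis, trained on human tumors, is not repeated here, and a side of the middle is a coarser call than a trained class. A list of 21 genes of normal intestinal epithelium did not shift, with 4 rising and 3 falling in K19-C2mE, 5 and 6 in K19-Wnt1/C2mE and 6 and 4 in K19-Nog/C2mE (5 and 4, 5 and 6, 6 and 4 when adjusted over the list alone). Its medians are 0.03, -0.07 and -0.10 (camera adjusted p = 0.618, 0.986 and 0.877). Villin (Vil1), a microvillus protein, rose by 2.81 (limma adjusted p = 1.24e-07), 3.17 (adjusted p = 2.17e-09) and 3.26 (adjusted p = 1.33e-08), and keratin 20 (Krt20) by 2.68 (adjusted p = 1.83e-05) in K19-C2mE. The lipid carrier genes Apoa4 and Apoa1 fell in K19-Wnt1/C2mE, at -4.10 (adjusted p = 1.95e-09) and -5.99 (adjusted p = 1.99e-05).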

By linear discriminant analysis, all C2mE-related gastric tumors except one K19-Wnt1/C2mE sample were classified as intestinal-type tumors.

**Figure 3:**
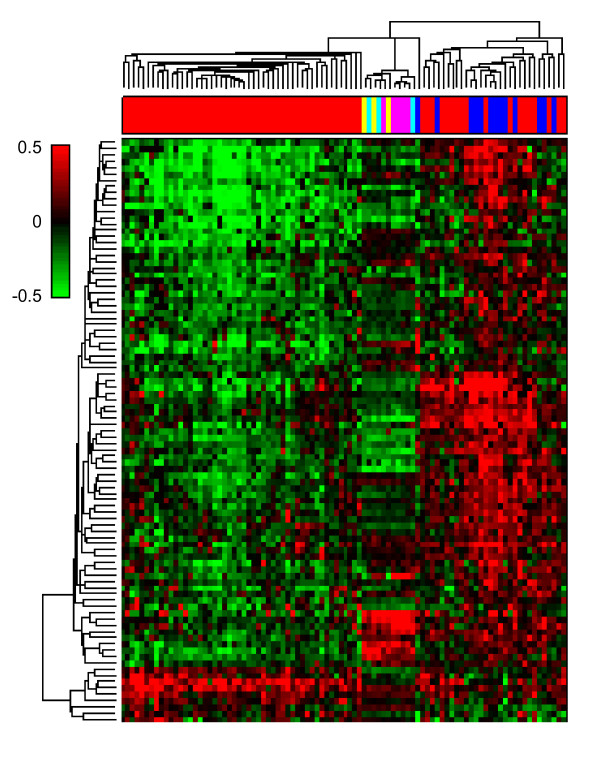
**Expression profiles of C2mE-related gastric tumors are clustered to human intestinal-type gastric cancers**. Clustered in rows are 93 genes which met p-value less than 0.001 and opposite change direction between intestinal-type and diffuse-type human gastric cancers, and clustered in columns are human and mouse gastric tumors. As a distance measure, cosine correlation was used. Linkage method for clustering was average linkage. Samples shown in red: human intestinal type gastric cancers; blue: human diffuse type; yellow: *K19-C2mE *mice; magenta: *K19-Wnt1/C2mE*: cyan: *K19-Nog/C2mE*. The red-green color scale represents log10 ratio to the average of wild-type or normal samples, as shown in a color bar on top left.

### Expression pattern of the genes frequently deregulated in human gastric cancer in a subtype specific manner

It is known that amplification or overexpression of some genes are found in a subtype-specific manner. E-cadherin gene mutations or loss are specifically found in diffuse-type gastric cancer [11,12]. In contrast, amplification of *ErbB2 *gene is observed only in intestinal type, and not reported in diffuse type [6,7]. LOH of deleted in colorectal carcinoma (*DCC*) is predominantly observed in about half of intestinal-type [21,22]. Expression levels of the three genes were compared between mice and human gastric cancer types (Table 1). *CDH1 *expression was significantly decreased in human diffuse type but not in intestinal type as expected. 

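Cdh1, the gene of the epithelial adhesion protein E-cadherin, was expressed near the wild-type level in the 3 C2mE genotypes. Its mean log2 level was 12.18 ± 0.07 (SD, n = 3) in wild-type, 12.36 ± 0.07 (n = 3) in K19-C2mE, 12.19 ± 0.11 (n = 5) in K19-Wnt1/C2mE and 12.32 ± 0.07 (n = 3) in K19-Nog/C2mE. As ratios to wild-type these are 1.13, 1.01 and 1.10, or log2 changes of 0.18 (SE 0.08), 0.01 (SE 0.07) and 0.14 (SE 0.08). None passes in limma when the 9 tests of Cdh1, Erbb2 and Dcc are adjusted together (adjusted p = 0.0734, 0.913 and 0.151). Without adjustment, as in the paper's table, K19-C2mE passes 0.05 (limma p = 0.0326) and the others do not (limma p = 0.913 and 0.0838).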

In the three transgenic mice, *Cdh1 *gene was not decreased in any of transgenic mice compared with wild-type, inferring that one of the most characteristic changes in human diffuse type gastric cancer was not observed in the mouse models. Up-regulation of *ErbB2 *was observed in human intestinal-type microarray data, and also in our mouse data. 

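Erbb2, a receptor tyrosine kinase of the EGF receptor family, rose in each C2mE genotype. From 8.26 ± 0.12 (SD, n = 3) in wild-type its log2 level went to 8.72 ± 0.21 (n = 3) in K19-C2mE, 8.78 ± 0.15 (n = 5) in K19-Wnt1/C2mE and 8.58 ± 0.03 (n = 3) in K19-Nog/C2mE. The ratios to wild-type are 1.37, 1.43 and 1.25 (log2 0.46, 0.52 and 0.32 with SE 0.11, 0.10 and 0.11, limma adjusted p = 0.00195, 0.000353 and 0.0233 over 9 tests). Erbb3, its usual partner, rose on probe set 1434606_at by 0.63 (adjusted p = 0.000955) in K19-C2mE, 0.92 (adjusted p = 2.61e-06) in K19-Wnt1/C2mE and 0.55 (adjusted p = 0.00243) in K19-Nog/C2mE. Its other probe set gave 0.31 (adjusted p = 0.256), 1.06 (adjusted p = 4.67e-05) and -0.17 (adjusted p = 0.53).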

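Dcc, a netrin receptor, had a low signal in every genotype. On the mean of its 3 probe sets the log2 level was 4.25 ± 0.04 (SD, n = 3) in wild-type, 4.20 ± 0.09 (n = 3) in K19-C2mE, 4.18 ± 0.06 (n = 5) in K19-Wnt1/C2mE and 4.23 ± 0.07 (n = 3) in K19-Nog/C2mE. The ratios to wild-type are 0.962, 0.954 and 0.981, or log2 changes of -0.06 (SE 0.07), -0.07 (SE 0.06) and -0.03 (SE 0.07). None passes in limma over the 9 tests (adjusted p = 0.544, 0.411 and 0.771). On the brightest probe set alone the ratios are 0.897, 0.833 and 0.928, and the log2 change in K19-Wnt1/C2mE is -0.26 (adjusted p = 0.042 over all probe sets).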

*DCC *expression was reduced in human intestinal-type as expected, while the reduction of the gene was observed in the mice model, especially in *K19-Wnt1/C2mE *mice. The expressions of the three genes defining the tissue-type of the human gastric cancer also support the idea that the mouse models are more similar to intestinal-type human cancer.

**Table 1:** Expression changes of subtype-specific genes in mouse and human gastric tumors.

	Mouse			Human	
		
	C2mE	Wnt1/C2mE	Nog/C2mE	Diffuse	Intestinal
CDH1	1.13*	1.00	1.10	0.43*	1.09
ErbB2	1.37*	1.43*	1.25*	0.92	1.37*
DCC	0.91	0.85*	0.94	0.98	0.71*

Expression values are shown in average log ratios (base 10) to wild-type or normal samples. Asterisk indicates t-test p-value < 0.05.

### Difference among PGE_2 _pathway-activated mouse models

Tumors from three mouse models with PGE_2 _pathway activation show different histology. *K19-C2mE *develops hyperplasia with macrophage infiltration, whereas *K19-Wnt1/C2mE *develops dysplasia [17,18]. *K19-Nog/C2mE *develops hamartoma similar to human juvenile polyposis [19]. We next attempted to identify differentially expressed genes among the three mouse models which allowed us to assess the best-fit model among the three to study gastric intestinal-type cancer. With ANOVA p-value threshold of 0.001, we selected 155 genes which were differently regulated among the three groups. Few of these genes showed expression changes in the same direction between *K19-Wnt1/C2mE *and *K19-Nog/C2mE *(Figure 4). 

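Among K19-C2mE, K19-Wnt1/C2mE and, listed last here, K19-Nog/C2mE, genes of squamous epithelium and of interferon response with antigen presentation differ. Ephb3, a receptor of the intestinal crypt and a Wnt target, was highest in K19-Wnt1/C2mE, with log2 levels of 9.71 ± 0.17 (SD, n = 3), 10.8 ± 0.25 (n = 5) and 8.95 ± 0.25 (n = 3) in that order (limma F test, adjusted p = 8.56e-07). Abca5, a lipid transporter, was higher in K19-Wnt1/C2mE than in K19-C2mE by 1.22 (adjusted p = 6.46e-05) and Faah, an enzyme that breaks down lipid amides, by 0.95 (adjusted p = 0.000136). Zfand6, a zinc finger protein, Chpt1, a choline phosphotransferase, and the RNA helicase gene Ddx60 were lowest there, at -0.97 (adjusted p = 1.86e-07), -1.62 (adjusted p = 2.43e-06) and -2.99 (adjusted p = 2.92e-06) against K19-C2mE. The carbonyl reductase Cbr2 and the cytochrome P450 Cyp2f2 were lowest in K19-Nog/C2mE, at -5.25 (adjusted p = 8.4e-07) and -6.93 (adjusted p = 2.21e-06) against K19-C2mE. Their log2 levels in K19-Nog/C2mE, 6.10 and 4.26, are near those of wild-type, 6.32 and 4.49. K19-C2mE stands above both, at 11.35 and 11.18. Of the probe sets, 3619 differ among the 3 genotypes at an unadjusted F test threshold of 0.001. Pairwise, 2570 changed in K19-Wnt1/C2mE against K19-C2mE (1373 higher, 1197 lower), 2154 in K19-Nog/C2mE against K19-C2mE (1019 and 1135) and 6368 in K19-Wnt1/C2mE against K19-Nog/C2mE (3648 and 2720). Of 29 forestomach squamous genes 17 fell in K19-Wnt1/C2mE against K19-C2mE (23 when adjusted over the list alone), with a median of -2.53 (camera adjusted p = 2.91e-14, adjusted p = 0.407 with an estimated correlation). In K19-Nog/C2mE 22 fell (26 over the list alone), with a median of -4.76 (camera adjusted p = 1.4e-35, adjusted p = 0.108 with an estimated correlation). There Krt14, a basal keratin, fell by 6.76 (SE 0.85, adjusted p = 0.000246) and Krtdap, a keratinocyte protein, fell by 7.80 (SE 1.30, adjusted p = 0.0026). Of 26 interferon and antigen presentation genes 7 fell in K19-Wnt1/C2mE against K19-C2mE (8 over the list alone), with a median of -0.51 (camera adjusted p = 2.55e-07, adjusted p = 0.426 with an estimated correlation). The antiviral effectors Ifit1 and Oas2 fell, at -2.76 (SE 0.40, adjusted p = 0.000461) and -1.47 (SE 0.19, adjusted p = 0.000141). For K19-Wnt1/C2mE against K19-C2mE the count is 1090 without K19-C2mE 3 and 1116 without K19-C2mE 1, for K19-Nog/C2mE against K19-C2mE 962 without K19-C2mE 3 and 1238 without K19-Nog/C2mE 1, and for K19-Wnt1/C2mE against K19-Nog/C2mE 3686 without K19-Nog/C2mE 1. With the squamous median as a covariate, chosen after its values were seen, the pairwise counts are 232, 20 and 3911. The squamous level separates K19-C2mE from K19-Nog/C2mE without overlap between mice, so the covariate also takes up genotype differences. Lower counts therefore do not show that squamous content accounts for the differences. The paper's own test at the same threshold gives 1107 among the 3 genotypes.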

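The genes that set the 3 genotypes apart include some that are lower than K19-C2mE in both K19-Wnt1/C2mE and K19-Nog/C2mE and some that differ from K19-C2mE in opposite directions. Against K19-C2mE, Atp13a5, a cation transporting ATPase, fell by 1.29 (limma adjusted p = 1e-05) in K19-Wnt1/C2mE, with -1.70 (adjusted p = 1.21e-06) in K19-Nog/C2mE. Padi1, an enzyme that citrullinates proteins, fell by 1.07 (adjusted p = 3.51e-05), with -1.60 (adjusted p = 1.21e-06) in K19-Nog/C2mE. In K19-Nog/C2mE the log2 levels of Atp13a5 and Padi1, 3.53 and 4.42, are near those of wild-type, 3.49 and 4.59. K19-C2mE stands above these, at 5.227 and 6.015. The membrane receptor gene Ephb3 was above K19-C2mE by 1.08 (SE 0.14, adjusted p = 0.000136) in K19-Wnt1/C2mE and was at -0.76 (adjusted p = 0.00946) in K19-Nog/C2mE. Its log2 level in K19-Nog/C2mE, 8.95, is also near that of wild-type, 8.92, with K19-C2mE above both at 9.71. The sulfotransferase Sult1d1 fell by 1.04 (adjusted p = 0.000111) in K19-Wnt1/C2mE, while its value of 0.47 in K19-Nog/C2mE did not pass. Among the 1107 probe sets that pass an ANOVA at p 0.001, the paper's test, 578 have the same sign against wild-type in both genotypes and 529 opposite signs, or 52.2% the same, while 32 (2.89%) change at least 2-fold in the same direction in both. By limma calls 224 of them changed the same way in both, 108 changed opposite ways, 714 changed in only 1 genotype and 61 in neither. Among the 3619 probe sets of the F test 2070 have the same sign and 1549 opposite signs, with 813 called in the same and 126 in opposite directions and 222 (6.13%) changed 2-fold in the same direction. Of the 260 that also change 2-fold from wild-type, a set chosen after the values were seen, 225 have the same sign (86.5%), with 137 called in the same and 5 in opposite directions and 32 (12.3%) changed 2-fold in the same direction in both. With signs measured from K19-C2mE, also chosen afterwards, 362 of the 1107 (32.7%) and 113 of the 260 (43.5%) have the same sign. Both signs share their reference mice, which by itself makes the same sign more frequent. Squamous genes also differ, with medians of -2.53 and -4.76 against K19-C2mE.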

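In K19-Wnt1/C2mE Porcn, an enzyme of Wnt secretion, Ctnnb1 and Tcf3 were higher than in wild-type, and Ctnnb1 was also higher in K19-Nog/C2mE. Porcn (probe set 1424220_a_at) stood at a log2 level of 7.36 ± 0.20 (SD, n = 3) in wild-type, 8.38 ± 0.24 (n = 5) in K19-Wnt1/C2mE and 7.45 ± 0.16 (n = 3) in K19-Nog/C2mE. This is a rise of 1.02 (SE 0.13, limma adjusted p = 6.53e-06) with Wnt1 and a difference of 0.09 (SE 0.15, adjusted p = 0.698) with Nog, and K19-Wnt1/C2mE is above K19-Nog/C2mE by 0.93 (adjusted p = 0.00013). Ctnnb1, the transcriptional effector of the pathway, rose on its brightest probe set 1420811_a_at by 0.55 (SE 0.07, adjusted p = 6.28e-06) in K19-Wnt1/C2mE and 0.38 (SE 0.08, adjusted p = 0.00119) in K19-Nog/C2mE, which differ by 0.16 (adjusted p = 0.14). Its other probe sets rose by 1.14 (adjusted p = 7.53e-08) and 1.28 (adjusted p = 7.13e-09) in K19-Wnt1/C2mE, with 0.23 (adjusted p = 0.157) and 0.69 (adjusted p = 8.62e-05) in K19-Nog/C2mE. On these the genotypes differ by 0.91 (adjusted p = 1.52e-05) and 0.59 (adjusted p = 0.000477). Tcf3, the E protein transcription factor formerly named Tcfe2a, rose by 1.25 (SE 0.16, adjusted p = 5.47e-06) on its brightest probe set in K19-Wnt1/C2mE. In K19-Nog/C2mE its change of 0.49 (SE 0.18, adjusted p = 0.0463) misses the threshold without wild-type 1 (adjusted p = 0.111), wild-type 2 (0.0788), wild-type 3 (0.0853), K19-Nog/C2mE 1 (0.0774), K19-Nog/C2mE 2 (0.0527) or K19-Nog/C2mE 3 (0.14). Tcf7l1, a Wnt effector that was also once called Tcf3, did not pass in K19-Wnt1/C2mE, at -0.21 (adjusted p = 0.13) and -0.22 (adjusted p = 0.354). The other Tcf3 probe sets gave 1.58 and 1.19 in K19-Wnt1/C2mE and 0.36 (adjusted p = 0.15) and 0.16 (adjusted p = 0.512) in K19-Nog/C2mE. K19-Wnt1/C2mE is above K19-Nog/C2mE in Tcf3 by 0.76 (adjusted p = 0.00362), 1.22 (adjusted p = 6.74e-05) and 1.02 (adjusted p = 0.000191). Forestomach squamous genes were also higher in K19-Wnt1/C2mE than in K19-Nog/C2mE, by a median of 1.65 (9 of 29 rose, 13 when adjusted over the list alone, camera adjusted p = 2.5e-07, adjusted p = 0.536 with an estimated correlation).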

Wnt pathway genes *Porcn*, an acyltransferase required for Wnt protein secretion, β-catenin (*Ctnnb1*), and *Tcfe2a *(*TCF3 *in human) were overexpressed in *K19-Wnt1/C2mE *mice, but not in *K19-Nog/C2mE *(Figure 4). 

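Smad3, a signal transducer of TGF-beta, and Tgfbr2, its receptor, rose in K19-Wnt1/C2mE against wild-type, and the ligand gene Bmp2 fell. Smad3 rose on its brightest probe set by 0.45 (SE 0.08, limma adjusted p = 0.00035) and on the others by 1.202 (adjusted p = 8.84e-07) and 0.94 (adjusted p = 5.58e-07). In K19-Nog/C2mE these gave 0.15 (adjusted p = 0.251), -0.10 (adjusted p = 0.673) and -0.02 (adjusted p = 0.903), and on the latter pair the genotypes differ by 1.30 (adjusted p = 5.75e-06) and 0.96 (adjusted p = 6.71e-06). Tgfbr2 rose by 1.13 (SE 0.11, adjusted p = 1.91e-07) and 1.38 (adjusted p = 1.86e-06) on its brighter probe sets, and the dim one gave -0.07 (adjusted p = 0.586). In K19-Nog/C2mE the brightest gave 0.35 (adjusted p = 0.0391), which misses the threshold without wild-type 1 (adjusted p = 0.0784), wild-type 2 (0.0923), wild-type 3 (0.0618), K19-Nog/C2mE 1 (0.142) or K19-Nog/C2mE 3 (0.193). The others gave -0.15 (adjusted p = 0.584) and 0.04 (adjusted p = 0.817), and on the brightest K19-Wnt1/C2mE is above K19-Nog/C2mE by 0.78 (adjusted p = 0.000131). Bmp2 stood at a log2 level of 9.79 ± 0.06 (SD, n = 3) in wild-type, 8.69 ± 0.11 (n = 5) in K19-Wnt1/C2mE and 9.73 ± 0.50 (n = 3) in K19-Nog/C2mE. It fell by 1.09 (SE 0.15, adjusted p = 1.43e-05) in K19-Wnt1/C2mE, its value in K19-Nog/C2mE is -0.06 (adjusted p = 0.836), and the genotypes differ by -1.03 (adjusted p = 0.000172). Of 34 TGF-beta and BMP pathway genes, 10 rose and 9 fell in K19-Wnt1/C2mE, 5 and 8 in K19-Nog/C2mE and 4 and 5 in K19-C2mE (10 and 9, 6 and 9, 4 and 5 when adjusted over the list alone). The list did not shift (medians -0.01, 0.03 and 0.05, camera adjusted p = 0.873, 0.851 and 0.908). Bmpr1b, a BMP receptor, fell by 3.13 (adjusted p = 6.63e-09) in K19-Wnt1/C2mE, with -2.74 (adjusted p = 2.73e-07) in K19-Nog/C2mE, and Inhbb, the activin beta B chain, rose by 1.60 (adjusted p = 2.31e-06) and 1.74 (adjusted p = 5.6e-06).

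**Figure D3:**
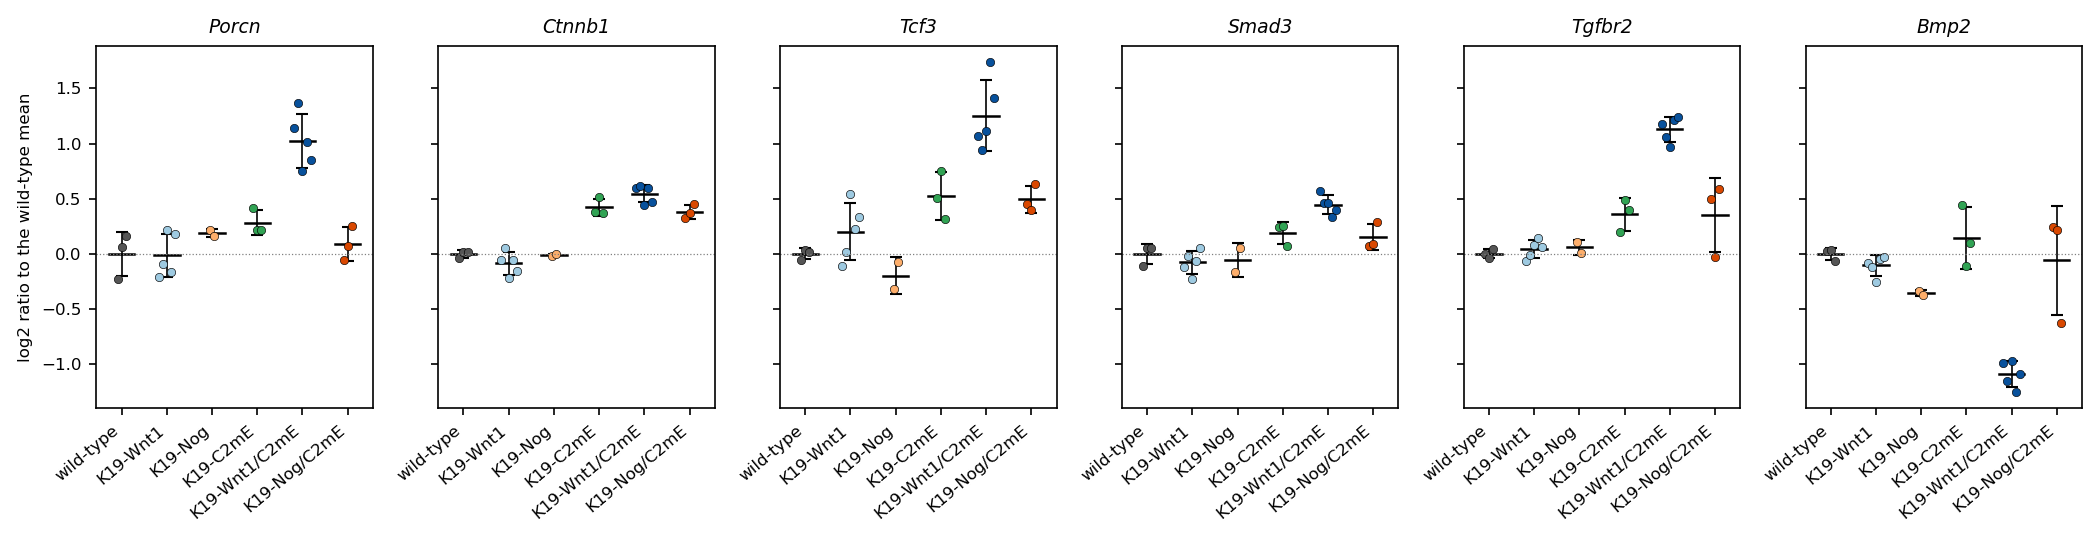
Log2 difference from the wild-type mean (vertical axis) of Porcn, Ctnnb1, Tcf3, Smad3, Tgfbr2 and Bmp2 on their brightest probe sets, by genotype (horizontal axis); 1 point per mouse, black lines are means and bars 1 SD. Mean changes in K19-Wnt1/C2mE run from 1.25 for Tcf3 to -1.09 for Bmp2.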

TGF-β/BMP pathway genes *Smad3 *and *Tgfbr2 *were also up-regulated and *Bmp2 *was down-regulated in *K19-Wnt1/C2mE *but not in *K19-Nog/C2mE*.

**Figure 4:**
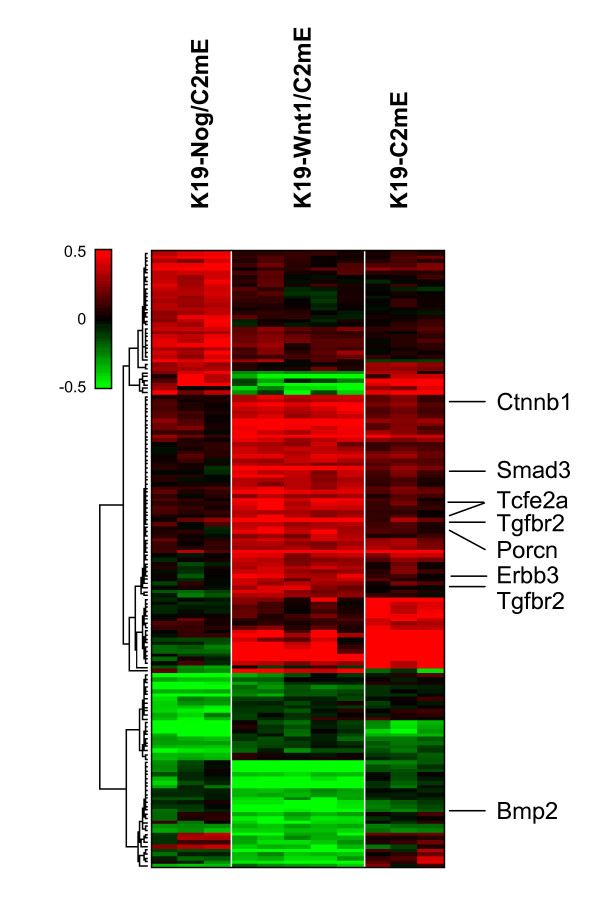
**Wnt/β-catenin regulatory genes are up-regulated in Wnt1/C2mE mice**. Clustered in rows are 155 probe sets which were differently regulated among three genotypes, *K19-C2mE*, *K19-Wnt1/C2mE*, and *K19-Nog/C2mE*, using ANOVA p-value threshold 0.001. Columns show mouse gastric sample grouped by genotype and genotypes are shown on top of the heatmap. Color scale is same as in Figure 1.

In *K19-Nog/C2mE *mice, some genes which promote tumorigenesis were up- or down-regulated, although they have not been reported in the downstream of BMP pathway. *ROCKII *was specifically up-regulated in *K19-Nog/C2mE*, and its overexpression is associated with progression in several types of cancers via modulating actin cytoskeleton organization. 

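Ppargc1a, a coactivator that drives mitochondrial gene expression, fell in K19-Nog/C2mE against wild-type, and Ramp2, a partner of the adrenomedullin receptor, did not pass the test. On its brightest probe set 1456395_at Ppargc1a went from 7.71 ± 0.13 (SD, n = 3) to 6.28 ± 0.39 (n = 3), or -1.44 (SE 0.25, limma adjusted p = 0.000213). It fell by 1.51 (adjusted p = 0.000177) in K19-C2mE as well and had a value of -0.18 (adjusted p = 0.554) in K19-Wnt1/C2mE. K19-Nog/C2mE differs from K19-C2mE by 0.08 (adjusted p = 0.926) on this probe set and by -0.64, -0.81, -0.83 and -1.202 (adjusted p = 0.282, 0.0713, 0.0491 and 0.00637) on the other 4, and K19-Wnt1/C2mE is above K19-Nog/C2mE by 1.25 (adjusted p = 0.000821). Those 4 gave between -2.33 and -1.998 in K19-Nog/C2mE against wild-type. Ramp2 stood at 8.02 ± 0.14 in wild-type, 7.80 ± 0.45 in K19-Nog/C2mE, 7.60 ± 0.23 in K19-C2mE and 7.89 ± 0.26 in K19-Wnt1/C2mE. The differences are -0.23 (SE 0.20, adjusted p = 0.443), -0.43 (adjusted p = 0.15) and -0.13 (adjusted p = 0.609).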

Down-regulated genes include *RAMP2 *and *PPARGC1A*, and their inactivation or under-expression was shown to contribute to lung cancer and hepatoma development respectively.

Since deregulation of Wnt pathway including *APC *or *CTNNB1 *mutation have been more frequently observed in intestinal-type compared with diffuse-type [23,24], the results indicated that *K19-Wnt1/C2mE *could offer a model that best-fits intestinal-type tumors among the three C2mE-related mice.

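Several targets of canonical Wnt signalling were higher in K19-Wnt1/C2mE than in K19-C2mE and K19-Nog/C2mE, while the Wnt target list as a whole did not shift against wild-type. Axin2, the feedback inhibitor of the pathway, was above K19-C2mE by 1.01 (limma adjusted p = 0.000408) and above K19-Nog/C2mE by 1.31 (SE 0.14, adjusted p = 2.38e-05). Ascl2, a stem cell transcription factor, was above them by 1.16 (SE 0.18, adjusted p = 0.000861) and 1.43 (SE 0.18, adjusted p = 7.78e-05), and Rnf43, a ligase that removes Wnt receptors, by 0.88 (adjusted p = 0.000514) and 1.04 (adjusted p = 5.79e-05). The guidance receptor Ephb3 was above wild-type by 1.87 (SE 0.14, adjusted p = 4.17e-09). Lgr5, a stem cell receptor and target, fell by 1.91 (adjusted p = 1.32e-06) in K19-C2mE, with -2.28 (adjusted p = 1.36e-08) in K19-Wnt1/C2mE and -2.54 (adjusted p = 3.6e-08) in K19-Nog/C2mE, against wild-type. Of 34 Wnt targets 8 rose and 3 fell in K19-C2mE, 13 and 8 in K19-Wnt1/C2mE and 5 and 7 in K19-Nog/C2mE (9 and 4, 13 and 9, 5 and 7 when adjusted over the list alone). The medians are 0.02, 0.15 and 0.02 (camera adjusted p = 0.35, 0.165 and 0.975). In K19-Wnt1/C2mE against K19-C2mE 8 rose and 2 fell (9 and 3 over the list alone, mean 0.09, camera adjusted p = 0.222). Against K19-Nog/C2mE 8 rose and 3 fell, the same over the list alone (median 0.13, camera adjusted p = 0.0302, adjusted p = 0.407 with an estimated correlation). Squamous genes also differ between these genotypes, with medians of 3.85 in K19-C2mE and 1.15 in K19-Wnt1/C2mE against wild-type. The paper's reasoning is that Wnt pathway genes were raised in K19-Wnt1/C2mE and that, in the human studies it cites, this pathway is deregulated more frequently in the intestinal type, from which it proposes K19-Wnt1/C2mE as the closest mouse model of that cancer.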

## Discussion

The present study indicated that human intestinal-type gastric cancers exhibited significant similarity to C2mE-related mice, especially to *K19-Wnt1/C2mE *mice by global expression profiling. The prediction of similar tumor type by global expression profile is consistent with the phenotypes of the transgenic mice. Accumulating evidence has indicated that inflammation level which is caused by the up-regulated expression/activity of *COX-2 *and *mPGES-1 *is severer in intestinal-type gastric cancer compared with diffuse-type one, although both types of tumors are related to *Helicobacter pylori *that are known to induce inflammation to the infected site [14,25-28]. This knowledge supports our observation that gastric tumors in C2mE-related mice in which PGE_2 _pathway is activated exhibit similarity to intestinal-type gastric tumors. In addition, activating and inactivating mutations in *CTNNB1 *and *APC *are more frequently observed in intestinal-type cancer. No *APC *LOH/mutation were observed in diffuse-type gastric cancer, whereas 60% were found in intestinal-type one [24,29,30]. Mutation in *CTNNB1 *was predominantly observed in intestinal-type one [13]. This is also concordant with our previous finding that *K19-Wnt1/C2mE *mice which only develop adenocarcinoma among the three C2mE-related mice activate down stream genes of Wnt/β-catenin pathway.

Usually, several types of transgenic mice for one tumor type are required to examine similarity in global expression profiling between mice tumor models and human ones, since the genes which were up- or down-regulated in each mice model were extracted compared to the average of all the examined tumor samples. With this approach, Lee *et al*. [31] analyzed gene expression data of seven mouse hepatocellular carcinomas (HCCs) including five GEMs with human HCCs to identify models that recapitulate human cancer or a type of human cancer, and found that some subclasses of human HCC mimic mice models in expression pattern. Hershkowitz *et al*. [32] also used the same normalization method, and found that characteristic expression patterns observed in human breast tumors were conserved in 13 mouse breast tumor models. Since the available data of expression profile for mouse gastric tumors are limited to our *K19-C2mE *and its compound mice, we took different strategy to assess the similarity of gastric tumors between the two species. Instead of using average of all samples in the dataset as a reference to calculate expression ratios, we normalized the mouse gastric data to average of wild-type samples. To compare our mice expression profiles with those of human gastric cancers, the gene signature to classify human intestinal- and diffuse-type gastric cancers was also modified from original one by normalizing the expression data to the average of normal gastric samples. This has allowed us to reveal that C2mE-related transgenic mice resemble human intestinal-type gastric tumors in expression profiling.

Comparison of gene expressions between mouse models showed that simultaneous induction of Wnt1 and PGE_2 _deregulated not only gene expression of *Ctnnb1 *and *Porcn *in Wnt signaling but also *Smad3 *and *Tgfbr2 *in TGF-β/BMP signaling. Given the crosstalk between TGF-β/BMP and Wnt pathways has been reported in multiple previous studies, the deregulated expression of the genes in the additional signaling pathways could be explained by positive and negative feedback to the pathways from the up-regulated Wnt signaling. For example, BMP signaling is known to suppress β-catenin activity in intestinal stem cells [33]. BMP signaling could be repressed in *K19-Wnt1/C2mE*, because *Bmp2 *expression was significantly down-regulated. 

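Targets of BMP signalling did not shift as a group in K19-Wnt1/C2mE against wild-type, and Id1, Id2 and Id4, direct BMP targets, were higher there than in K19-Nog/C2mE. Bmp2 itself was below K19-C2mE, at -1.24 (limma adjusted p = 0.000141). Of 18 BMP targets 6 rose and 6 fell in K19-Wnt1/C2mE, 1 rose and 5 fell in K19-C2mE and 1 rose and 9 fell in K19-Nog/C2mE (7 and 7, 3 and 6, 2 and 9 when adjusted over the list alone). The medians are -0.09, -0.23 and -0.29 (camera adjusted p = 0.906, 0.207 and 0.0758). Id2 was above K19-C2mE by 0.84 (SE 0.16, adjusted p = 0.00307). Against K19-Nog/C2mE Id1 was higher by 0.91 (SE 0.14, adjusted p = 0.000441), Id2 by 1.19 (SE 0.16, adjusted p = 0.000108) and Id4 by 1.67 (SE 0.29, adjusted p = 0.000908). In K19-Nog/C2mE, where noggin can bind BMP ligands, Id4 fell by 1.55 (SE 0.32, adjusted p = 0.00104) and Id2 fell by 0.82 (SE 0.18, adjusted p = 0.00154) against wild-type. Neither passed against K19-C2mE, the comparison that differs by Nog, where Id1 stood at -0.61 (limma adjusted p = 0.0492). The falls of Id4 and Id2 against wild-type therefore cannot be assigned to Nog rather than to C2mE. In K19-Wnt1/C2mE follistatin (Fst), an antagonist of activins, rose by 3.05 (adjusted p = 0.00143) and the transcription factor Gata4 fell by 0.98 (adjusted p = 9.73e-05). The list was higher in K19-Wnt1/C2mE than in K19-Nog/C2mE (3 rose, 4 over the list alone, median 0.15, camera adjusted p = 0.0302, adjusted p = 0.407 with an estimated correlation). It did not shift against K19-C2mE (2 rose, 4 over the list alone, median 0.08, adjusted p = 0.0794).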

Increase in *Smad3 *and *Tgfbr2 *might be resulted from the negative feedback by BMP signaling suppression, as demonstrated in a study on TGF-β induced fibrosis [34]. In contrast to *K19-Wnt1/C2mE *transgenic mice, expression changes of the Wnt pathway genes were not observed in *K19-C2mE *and *K19-Nog/C2mE *mice. It would be of great interest to further analyze the crosstalk of signaling pathways in the compound transgenic mice.

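In K19-C2mE and K19-Nog/C2mE several genes of Wnt ligands rose against wild-type, while Porcn did not pass the test in either. Wnt4 rose by 2.22 (SE 0.28, limma adjusted p = 8.93e-06) in K19-C2mE and 1.85 (SE 0.28, adjusted p = 5.31e-05) in K19-Nog/C2mE. Wnt5a, a ligand of the non-canonical pathway, rose by 1.74 (SE 0.21, adjusted p = 6.56e-06) and 1.58 (SE 0.21, adjusted p = 1.66e-05), and Wnt11 by 1.25 (SE 0.17, adjusted p = 1.87e-05) and 1.18 (SE 0.17, adjusted p = 2.78e-05). In K19-Wnt1/C2mE Wnt4 rose by 2.38 (SE 0.25, adjusted p = 4.34e-07) and the coreceptor gene Lrp5 by 1.86 (SE 0.19, adjusted p = 2.9e-07). In K19-C2mE Porcn has a value of 0.28 (SE 0.15, adjusted p = 0.198), and Ctnnb1 rose by 0.42 (SE 0.08, adjusted p = 0.00069), 0.57 (adjusted p = 0.00138) and 0.77 (adjusted p = 3.84e-05) on its 3 probe sets. K19-Wnt1/C2mE exceeds K19-C2mE in Porcn by 0.74 (adjusted p = 0.00271), and in Ctnnb1 by 0.12 on the brightest probe set (adjusted p = 0.372) and 0.57 and 0.51 on the others (adjusted p = 0.0031 and 0.00402). The carrier of secreted Wnt ligands, Wls, was higher in K19-Wnt1/C2mE than in K19-Nog/C2mE by 0.78 (SE 0.09, adjusted p = 3.84e-05). Of 40 Wnt pathway components 9 rose and 3 fell in K19-C2mE, 8 and 7 in K19-Nog/C2mE and 15 and 7 in K19-Wnt1/C2mE (9 and 3, 8 and 9, 15 and 7 when adjusted over the list alone). The medians are 0.10, 0.02 and 0.19 (camera adjusted p = 0.207, 0.907 and 0.121). Between K19-Wnt1/C2mE and K19-Nog/C2mE 8 rose and 3 fell (8 and 4 over the list alone, median 0.15, camera adjusted p = 0.0302, adjusted p = 0.407 with an estimated correlation). Between K19-Wnt1/C2mE and K19-C2mE 5 rose and 4 fell, without a shift of the list (adjusted p = 0.405).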

## Conclusions

Genetically engineered mouse (GEM) models provide useful tools to study mechanism of tumorigenesis, to validate a new target for drug development, and to find biomarkers. Advances in genetic engineering have allowed us to develop a variety of transgenic or knockout models of human diseases. The main question on using GEMs as disease models is whether the model recapitulates the human disease. We previously developed several gastric tumor transgenic mice in which prostaglandin E_2 _pathway is activated. Although we conducted detailed histological analysis with the transgenic mice, it remained elusive whether global molecular changes in the transgenic mice reproduce features of human gastric tumors or not. This report has provided initial evidence that *K19-C2mE *and their compound mice, *K19-Nog/C2mE*, *K19-Wnt1/C2mE*, show similarity to human gastric cancer, especially to intestinal-type one by the analysis of mRNA expression profile. Among others, extraction of up- or down-regulated genes specifically in *K19-Wnt1/C2mE *or *K19-Nog/C2mE *respectively inferred that *K19-Wnt1/C2mE *mice would provide best-fit mouse model for intestinal-type gastric tumors. These findings would potentially provide various benefits in our future studies including elucidation of gastric tumorigenesis and optimal therapeutic target identification.

## Methods

### Stomach tissue samples

Construction of transgenic mice have been described in our previous studies [17-19]. Briefly, the *K19-Wnt1 *and *K19-Nog *strains overexpress *Wnt1 *and *Nog *genes, respectively, specifically in the stomach. *K19-C2mE *overexpresses the *mPGES-1 *gene and *COX-2 *genes simultaneously and specifically in the stomach. *K19-Wnt1/C2mE *and *K19-Nog/C2mE *are compound transgenic mice with *K19-Wnt1 *and *K19-Nog*, respectively; both mouse strains have *K19-C2mE*. For expression profiling, three wild-type C57BL/6, five *K19-Wnt1*, three *K19-C2mE*, five *K19-Wnt1/C2mE*, two *K19-Nog*, and three *K19-Nog/C2mE *mice were used. All animals used in this study were female mice aged 18-65 weeks. The glandular stomach of each mouse was cut for microarray analysis. All animal studies were carried out in accordance with good animal practice as defined by the Institutional Animal Care and Use Committee (IACUC).

### Microarrays

GeneChip Mouse Genome 430 2.0 Arrays (Affymetrix, Inc.) were used to monitor the expression profiles of the gastric samples. Total RNA was prepared using the RNeasy Mini Kit (QIAGEN) after treatment with TRIzol (Invitrogen Corp.), and labeled cRNA was prepared using standard Affymetrix protocols. The signal intensities of the probe sets were normalized by the Affymetrix Power Tools RMA method implemented in Resolver software (Rosetta Biosoftware), and log ratio values to the average of wild-type samples were calculated for each sample by using Resolver. All the microarray data were deposited at Gene Expression Omnibus (GEO) under dataset accession no. GSE16902 [35].

### Public human microarray data

Human gastric cancer [20] and breast cancer [36] microarray data were retrieved from the online supplement in the Stanford Microarray Database [37]. The gastric cancer data includes 68 intestinal-type cancer, 13 diffuse-type cancer, and 15 normal gastric samples. The breast cancer data include 115 breast tumor and seven normal tissue samples. Human colon cancer data [38], including 100 colorectal cancer and five normal tissue samples, were retrieved from NCBI GEO under accession GSE5206. The Ann Arbor lung tumor dataset [39] including 86 lung adenocarcinomas and 10 non-neoplastic lung samples was obtained from the United States National Cancer Institute website [40]. Expression values were transformed to log10 (ratio to geometric averages of normal samples) in order to compare with mouse data.

### Intestinal vs. diffuse type signature genes

Human gastric tumor data from Chen *et al*. [20] were used to develop an intestinal vs. diffuse type classifier. We selected genes that met the following criteria: (1) t-test p-value < 0.001 between the two groups, (2) opposite changes in the average expression of signature genes in intestinal-type tumors and that of signature genes in diffuse-type tumors. The false discovery rate was estimated by the Benjamini and Hochberg method [41]. The tumor classes of mouse and human samples were predicted by linear discriminant analysis using the signature score defined by the following formula:

Signature score = (Average log ratio of genes up-regulated in intestinal-type tumors and down-regulated in diffuse-type tumors) - (Average log ratio of genes down-regulated in intestinal-type tumors and up-regulated in diffuse-type tumors)

### Combining mouse and human gene expression data

In order to combine mouse data with human gastric cancer microarray data, mouse and human data were re-ratioed to the geometric average of wild-type and normal samples, respectively. When there was more than one probe set for a gene in a microarray, the averaged expression ratios were used for the gene. Next, using only homologous genes that are represented in both arrays, we merged the mouse and human data sets into a single data set. The mouse microarray contains 45,037 probe sets, which correspond to 21,066 Entrez genes, and the human microarray contains 6,688 probes, which correspond to 4,463 Entrez genes. When they were merged, 4,094 homologous genes were identified.

### Statistical analysis

The hypergeometric test for Gene Ontology enrichment was performed using the Gene Set Annotator developed by Rosetta Inpharmatics [42]. For the other statistical analyses in this study, the MATLAB software (MathWorks Inc.) was used.

## Authors' contributions

MO and HK designed the research. HO constructed the transgenic animals and prepared the stomach tissue samples. HI analyzed the microarray data and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **A list of intestinal type vs. diffuse type signature genes**. Sequence accession, gene symbol, and the average of log10 ratios in intestinal-type and in diffuse-type, respectively, are shown for each of the 122 cDNAs. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

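The authors hybridised 1 Affymetrix Mouse Genome 430 2.0 array per mouse, summarised the 21 arrays with RMA in Affymetrix Power Tools within Rosetta Resolver, and deposited 1 linear intensity per probe set and array. The authors also deposited log10 ratio values, which are the log10 of each intensity over the arithmetic mean of the wild-type intensities, limited to 2 in either direction. Genotypes were taken from the sample labels. Here log2 of the intensities was taken and all 45037 probe sets were kept, with no filter on low signal and no further normalisation. The ratio table served as an alternative.

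Probe sets were named from an annotation of the array: 34945 map to 1 gene, 932 to several and 9160 to none, and the last groups were kept in counts of probe sets but not named. For each of 18193 genes the brightest probe set stands for the gene, and the mean of its probe sets is the alternative. For the Table 1 genes and the signature the mean of probe sets is the main value.

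Models were fitted in R 4.3.3 with limma 3.58.1 on all 21 arrays, with 1 coefficient per genotype and empirical Bayes variances, and data.table 1.17.8 read the tables. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9, numpy 2.4.6 and pandas 2.3.3. Comparisons are each transgenic genotype against wild-type, the C2mE genotypes against each other and against the same background without C2mE, and the interactions of Wnt1 and of Nog with C2mE. A change is an adjusted p under 0.05 (Benjamini-Hochberg) within a comparison. For genes named by rule and for list members the p is adjusted over the 18193 genes, and for genes the paper names over all 45037 probe sets. The 9 tests of Table 1 genes are adjusted together. The difference among the 3 C2mE genotypes is an F test in the same model at an unadjusted p under 0.001, the threshold of the paper.

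Alternatives are a 2-fold change as well, a t-test of equal variance at p 0.01 with 2-fold or at an adjusted p of 0.05, a model of only the genotypes compared, the replicate number as a block, dim probe sets (below 50% of signals) left out, array medians centred, a variance trend with robust fitting, the ratio table, and each array left out in turn. The paper's first figure uses a ratio p-value that it does not define, so this t-test is not its criterion. Added after the values were seen are the Y-linked level and the squamous list median as covariates, a 2-fold rule on the test among the 3 genotypes, the same test within the probe sets that pass this t-test with 2-fold as a stand-in for the selection of the paper's first figure, a rule on single arrays for that selection, signs of the genes differing among the 3 genotypes measured from K19-C2mE, and the signature comparison without K19-Nog.

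The 28 gene lists cover prostaglandin genes, wound healing with matrix remodelling, inflammatory response, macrophages, neutrophils, T cells, B and plasma cells, mast cells, parietal, chief, SPEM and mucous neck, foveolar and endocrine cells, intestinal epithelium, proliferation, Wnt targets and components, BMP targets, the TGF-beta and BMP pathway, smooth muscle, fibroblasts, endothelium, adipocytes, pancreatic acinar cells, forestomach squamous epithelium, red blood cells, interferon with antigen presentation, and acid secretion with mitochondrial oxidative metabolism, called oxidative metabolism here after its members. Each was tested with camera at its preset correlation of 0.01, adjusted over the 28 lists of a comparison, and again with an estimated correlation. Lists of fewer than 5 measured genes would not have been tested. Members were also counted with p adjusted over the list alone. A list of 18 enteric neuron and glia genes was added for a single test.

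Named genes follow a rule: in each comparison the 5 largest rises and 5 largest falls among changed genes whose arrays do not overlap between the genotypes, in each list up to 4 members with the largest change, in the test among 3 genotypes the 5 smallest p in each of 4 directions, and the genes the paper names, except ROCKII (Rock2), which could not be tied to a named probe set and was not tested. Text names a selection of these.

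The signature holds 122 cDNAs with human class averages, of which 101 have a gene on the array, giving 90 mouse genes. Of 98 human symbols 88 were turned into mouse symbols by the rule of letter case, 7 from memory and 3 were left out. Scores were compared by permutation of mice (1e+05 draws, or all where fewer).

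To judge precision, 200 changes of known size were planted in 1 simulated set of the same layout for each of 10 comparisons. Each probe set had the same normal spread in every genotype there, which the real arrays need not share. At 2 log2 units 97% to 100% were recovered, and false calls numbered 2 to 10 of 45037. Other splits of the same arrays, up to 100 per comparison, were run through the same model to see how many changes a grouping without the genotype gives. The number of mice per genotype, from 2 to 5, limits precision, and age, given as 18 to 65 weeks for all mice together, could not be weighed against genotype. The human tumor profiles, the discriminant analysis and the principal components of human and mouse tumors were not used here.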

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

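The patterns were picked after the results were seen, and so were the tests of the Nog effect with and without C2mE, of single probe sets, of the squamous genes in single wild-type arrays and with covariates, while the other tests were written before their values were computed.

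Forestomach squamous genes were higher in K19-C2mE than in wild-type by a median of 3.85. Each of the 3 mice was high (4.18, 2.84 and 5.20), and the wild-type arrays differ from each other by 1.58 (0.966, -0.618 and -0.498). One candidate explanation is forestomach tissue in the dissected sample, the other squamous change of the glandular mucosa, and the spread among wild-type arrays cannot tell them apart. With this list as a covariate the count in K19-C2mE is 3837 rather than 9625. All K19-C2mE mice lie above all wild-type mice in this list, so the covariate also takes up genotype, and the lower count decides nothing. Keratin staining along the border of forestomach and glandular stomach in K19-C2mE mice would separate these explanations.

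Smooth muscle genes were higher in K19-Nog than in wild-type by a median of 1.80, which could come from more muscle wall in the samples, from the sex of the mice or from the Nog transgene itself. More muscle wall would bring enteric neurons and glia along, and their 18 genes were higher by a median of 0.328 (5 rose, camera p = 5.7e-09, and p = 0.000688 with an estimated correlation), the direction it predicts but far below 1.80, while Vip and Grp, neuropeptide genes kept out of that list since they had been seen, rose by 3.90 and 3.58, and whether it accounts for the whole shift was not tested. With the Y-linked level as a covariate the muscle median is 1.84, which argues against sex. An effect of Nog that acts with or without C2mE is not seen, as the list stands at -0.0965 in K19-Nog/C2mE against K19-C2mE. Histology of the K19-Nog wall, or arrays of scraped mucosa, would decide it.

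Zfand6 fell in K19-Wnt1 against wild-type, at -1.03, and Zfand6, Abhd17c and Fah, neighbours on chromosome 7, were lower in K19-Wnt1/C2mE than in K19-C2mE. A change of the chromosomal region that comes with the Wnt1 transgene is a candidate explanation: 7 of 20 neighbouring genes pass an unadjusted p of 0.05 in K19-Wnt1, all lower (among them Arnt2 at -1.06, Efl1 at -0.633 and Stard5 at -0.542), where 10000 random windows average 1.29 with a 95th percentile of 3. In K19-Wnt1/C2mE against K19-C2mE 4 of the 20 pass, with Stard5 at -0.875 and Efl1 at -0.801 but Arnt2 at 0.0205 and Gm2115 at -0.165, so the region as a whole does not move alike and the explanation stays open. A fault of single probe sets is argued against for Zfand6, whose 1 other probe set above the median signal is lower too (-0.964, adjusted p = 1.18e-05; a dim one is at -0.148), and stays open for Abhd17c and Fah, which have 0 others. Sequencing of the insertion site and PCR of the 3 genes would decide between them, strain differences at that site being untested.

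The inflammatory response median of K19-Wnt1/C2mE 1 is 2.01, against 0.348 to 0.741 in the other mice of that genotype. The Wnt target median of K19-Wnt1 4 is 0.081 (others 0.0325 to 0.0459), the red blood cell median of K19-Wnt1 5 is -0.166 (others 0.000492 to 0.0609), and the signature score of K19-Wnt1 4 is -0.0442 (others -0.00763 to 0.0018). These are 4 of 58 groups tested for 1 value apart, and chance at a threshold of 0.05 gives about 1 in 20.

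The C2mE effect differed with and without Wnt1 in 311 probe sets and with and without Nog in 353, and for the smooth muscle list by -1.81 with Nog (camera adjusted p = 5.55e-48, and 0.00545 with an estimated correlation). The muscle difference mirrors the rise of 1.80 in K19-Nog against wild-type, as the list is at -0.0965 in K19-Nog/C2mE against K19-C2mE. It does not by itself show an altered response to C2mE. Of the 353 probe sets, 344 were lower and 9 higher. The count of 311 is 90 without wild-type 3, 106 without wild-type 1, 117 without wild-type 2, 104 without K19-C2mE 1, 115 without K19-C2mE 3, 191 without K19-Wnt1 2, 194 without K19-Wnt1 4, 199 without K19-Wnt1 5, 467 without K19-Wnt1/C2mE 3, 632 without K19-Nog/C2mE 3 and 633 without K19-C2mE 2. The count of 353 is 150 without K19-Nog 1, 202 without wild-type 1, 227 without wild-type 3, 211 without K19-C2mE 3 and 500 without K19-C2mE 2.

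Y-linked genes were high in 9 of 21 arrays (7.057 to 7.635, against 3.294 to 3.603 in the rest) and Xist low in the same ones (6.181 to 7.428, against 11.13 to 12.99).

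Among other splits of the same arrays, chance is argued against as the source of 5 counts, in each of which 1 split, the real one, reaches the real count: K19-Wnt1/C2mE against wild-type (16432, highest other 3751, 56 splits), against K19-C2mE (2570, highest other 698, 56 splits), against K19-Nog/C2mE (6368, highest other 3048, 56 splits) and against K19-Wnt1 (16896, highest other 3326, 100 splits), and the 3 C2mE genotypes (3619, highest other 1554, 100 splits). With so few splits and no allowance for the number of comparisons, chance is not excluded. The splits also cannot tell genotype from squamous content or sex where these differ with it. For K19-Wnt1 against wild-type 2 of 56 splits reach the real count of 7, with 699 as the highest other, so that a grouping without the genotype can give more changes, and for the interaction of Wnt1 and C2mE 2 of 100 splits reach 311, with 420 as the highest other. For K19-C2mE (9625) and K19-Nog/C2mE (12875) against wild-type and for K19-Nog/C2mE against K19-C2mE (2154, highest other 123), 1 of 10 splits reaches the real count, and 10 splits are too few to argue against chance.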

How the results depend on the processing

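The covariate settings, the 2-fold rule on the test among 3 genotypes, that test within the stand-in for the first-figure selection, signs measured from K19-C2mE and the signature without K19-Nog were chosen after the results were seen. The order of the 5 counts against wild-type stays under every alternative test, while the counts of K19-Wnt1, K19-Nog, the comparisons among C2mE genotypes and the interactions depend on the test and on single mice, and the cause was not tested.

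Counts run in the order K19-C2mE, K19-Wnt1/C2mE, then K19-Nog/C2mE, K19-Wnt1 and K19-Nog against wild-type, K19-Wnt1/C2mE against K19-C2mE, K19-Nog/C2mE against K19-C2mE, K19-Wnt1/C2mE against K19-Nog/C2mE, K19-Wnt1/C2mE against K19-Wnt1 and K19-Nog/C2mE against K19-Nog. With 2-fold as well they are 2034, 2803, 2549, 2, 520, 522, 496, 616, 2699 and 2536, and 142 for the interaction of Wnt1 and C2mE. By the t-test at p 0.01 with 2-fold they are 1586, 2493, 1919, 4, 403, 273, 266, 352, 2574 and 1398. By the t-test at an adjusted p of 0.05 K19-C2mE has 5553, K19-Nog/C2mE 7192, K19-Wnt1 1, K19-Nog 4, K19-Wnt1/C2mE against K19-C2mE 22, K19-Nog/C2mE against K19-C2mE 3, K19-Wnt1/C2mE against K19-Nog/C2mE 865 and K19-Nog/C2mE against K19-Nog 67, each test using only the arrays compared and no shared variance. With only the genotypes compared K19-Wnt1 has 3, K19-Nog 4490, K19-Wnt1/C2mE against K19-C2mE 706, K19-Nog/C2mE against K19-C2mE 912, K19-Wnt1/C2mE against K19-Nog/C2mE 2407 and the interaction of Wnt1 and C2mE 537. With dim probe sets left out the interaction of Nog and C2mE has 107.

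Replicate numbers do not pair the mice: 9 of 38 pairs of the same number correlate above 0.1 (from -0.348 to 0.183) and 4 of 21 arrays correlate best with their own number. With the replicate block K19-Wnt1 has 3, K19-Wnt1/C2mE against K19-C2mE 1545 and the interaction of Wnt1 and C2mE 207, and Cdh1 in K19-Wnt1/C2mE is -0.000771.

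With the Y-linked level as a covariate K19-Nog has 1495, K19-Nog/C2mE against K19-C2mE 1213 and the interaction of Wnt1 and C2mE 175. With the squamous level as a covariate K19-C2mE has 3837, K19-Wnt1/C2mE against K19-C2mE 232, K19-Nog/C2mE against K19-C2mE 20, K19-Wnt1/C2mE against K19-Nog/C2mE 3911, and the interactions with Wnt1 and Nog 56 and 77. The squamous level differs with genotype, so these lower counts do not show that it accounts for the differences. Among the 3 C2mE genotypes the paper's test, an ANOVA, gives 1107, limma on only the 11 arrays 1790 and ANOVA with 2-fold 260. Within the t-test stand-in for the first-figure selection limma gives 959 and ANOVA 253. Of the 1107, 578 have the same sign in K19-Wnt1/C2mE and K19-Nog/C2mE against wild-type and 362 against K19-C2mE. For the first-figure selection limma gives 4231, the t-test 3585 and a 2-fold change in at least 1 or 2 single arrays, chosen afterwards, 7817 and 5502. Dcc in K19-Wnt1/C2mE is -0.263 on its brightest probe set.

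With 1 array left out the counts range from 6966 to 9986 (K19-C2mE), 12745 to 16612 (K19-Wnt1/C2mE), 10048 to 13439 (K19-Nog/C2mE), 3 to 12 (K19-Wnt1), 831 to 2634 (K19-Nog), 1090 to 2985 (K19-Wnt1/C2mE against K19-C2mE), 962 to 2456 (K19-Nog/C2mE against K19-C2mE), 3686 to 6418 (K19-Wnt1/C2mE against K19-Nog/C2mE), 15553 to 17078 (against K19-Wnt1), 5540 to 9731 (against K19-Nog), 90 to 633 and 150 to 500 (interactions with Wnt1 and Nog) and 2703 to 3579 (3 genotypes). Similarities range from 0.791 to 0.855, 0.713 to 0.807 and 0.729 to 0.809. Cdh1 ranges from 0.137 to 0.216 in K19-C2mE and -0.0329 to 0.0533 in K19-Wnt1/C2mE, and Dcc from -0.11 to -0.0283 in K19-C2mE.

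Of 556 calls of named genes in single comparisons, 518 are kept, 37 lost and 1 turned (Egfl7) on the mean of probe sets, and 452 are kept and 104 lost with only the genotypes compared. Signs turn, without passing after the turn, for Apc (-0.0713) and Egfl7 (-0.0442) in K19-Nog/C2mE on the mean of probe sets, and with 1 array left out for Bmp2 in K19-C2mE (-0.006224 to 0.269) and K19-Nog/C2mE (-0.2079 to 0.228), Wnt1 in K19-C2mE (-0.06855 to 0.07878) and K19-Nog/C2mE (-0.1278 to 0.01952), and in K19-Nog/C2mE for Nog (-0.236 to 0.4934), Porcn (-0.02137 to 0.1736), Ptges (-0.0991 to 0.2047) and Pard6b (-0.1516 to 0.01866). Of the list shifts called against wild-type, in K19-Wnt1/C2mE against K19-C2mE or in K19-Nog/C2mE against K19-C2mE, 2 keep and 57 lose their call with an estimated correlation.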

Differences from the paper's values

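Alternatives named as chosen after seeing the values are 2-fold in at least 1 or 2 arrays, the 2-fold rule on the test among 3 genotypes, that test within the stand-in for the first-figure selection and signs measured from K19-C2mE.

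The paper reports 155 genes differing among the 3 C2mE genotypes at an ANOVA p of 0.001, and 3619 probe sets pass the F test of limma here at the same threshold. ANOVA on the 11 arrays gives 1107, only the 11 arrays in limma 1790 and ANOVA with 2-fold 260. Within the t-test stand-in for the paper's first-figure selection, taken over the C2mE genotypes, limma gives 959 and ANOVA 253. The paper's own probe sets were not available for this.

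For the selection of the paper's first figure, 5440 in the paper, limma at p 0.01 with 2-fold gives 4231, a t-test at the same thresholds 3585, a 2-fold change in at least 1 array 7817 and in at least 2 arrays 5502. The ratio p-value of the paper is not defined there, so none of these is its criterion.

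The paper states that few of the genes differing among the C2mE genotypes move in the same direction in K19-Wnt1/C2mE and K19-Nog/C2mE, and here 578 of the 1107 ANOVA probe sets have the same sign against wild-type, the reference of the paper's figure, with 224 called in the same and 108 in opposite directions. Of the 260 with 2-fold as well 225 have the same sign, but 32 of the 1107, all among the 260, change 2-fold in the same direction in both, and with signs measured from K19-C2mE 362 of the 1107 do.

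The note of the paper's Table 1 names base 10 log ratios, whereas its values match linear ratios: for Cdh1 1.13, 1.01 and 1.10 here and log10 values of 0.0534, 0.00228 and 0.0422. For Dcc the paper gives 0.91, 0.85 and 0.94, and the mean of 3 probe sets gives 0.962, 0.954 and 0.981, the brightest probe set 0.897, 0.833 and 0.928.

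The paper states that Ctnnb1 and Tcf3 were not overexpressed in K19-Nog/C2mE, where they are higher by 0.38 and 0.49 here, and that Tgfbr2 was not, where it is higher by 0.35, the last 2 calls being lost without single arrays. The first 2 values are those of the brightest probe sets, which miss the ANOVA threshold of the paper, while the probe sets that pass it are not called in K19-Nog/C2mE, at 0.23 (adjusted p = 0.157) for Ctnnb1 and 0.36 and 0.16 (adjusted p = 0.15 and 0.512) for Tcf3, and another Ctnnb1 probe set, which misses it narrowly, is at 0.69 (adjusted p = 8.62e-05). It states that the Wnt pathway genes, of which it names Ctnnb1, Porcn and Tcf3, did not change in K19-C2mE and K19-Nog/C2mE, where Ctnnb1 is higher by 0.42 and 0.38 on its brightest probe set and Porcn did not pass. Tcf3 has a log2 level of 7.878 in K19-C2mE against 7.355 in wild-type on its brightest probe set. That call is lost without wild-type 1, 2 or 3 or K19-C2mE 1 or 2 (limma adjusted p from 0.0673 to 0.158). Of 40 Wnt components 9 rose and 3 fell in K19-C2mE, and 8 and 7 in K19-Nog/C2mE, without a shift of the list (camera adjusted p = 0.207 and 0.907), Wnt4, Wnt5a and Wnt11 being among those that rose. It lists Ramp2 as lower, and its difference in K19-Nog/C2mE is -0.23 (adjusted p = 0.443). It reports raised expression of each introduced gene. Here Ptgs2 rose on its brightest probe set but did not pass on its other, and Ptges, Wnt1 and Nog did not pass on any. Whether these probe sets lie inside the constructs is not known. The paper's methods describe all mice as female, and Y-linked genes are high in 9 of 21 arrays.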

Other observations

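Dbp, Gast and the naming of single K19-Wnt1 mice were chosen after the results were seen, the other tests before.

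In K19-Nog mice without C2mE, smooth muscle genes rose. Of 25, 23 rose against wild-type (24 when adjusted over the list alone), with a median of 1.80 (camera adjusted p = 1.35e-48, and adjusted p = 0.0103 with an estimated correlation). The contractile and cytoskeletal genes Actg2, Cnn1 and Des rose by 3.11 (SE 0.436, limma adjusted p = 0.000262), 2.69 (SE 0.39, adjusted p = 0.000369) and 2.65 (SE 0.333, adjusted p = 9.28e-05). The neuropeptide genes Vip and Grp rose by 3.90 (adjusted p = 3.08e-06) and 3.58 (adjusted p = 3.86e-05), and Rspo3, an enhancer of Wnt signalling made by stromal cells, rose by 1.83 (adjusted p = 0.000231). Of 11 adipocyte genes 4 rose, Adipoq, Car3, Plin4 and Retn (median 0.554, camera adjusted p = 6.34e-05, and adjusted p = 0.25 with an estimated correlation), with Car3 at 3.76 (adjusted p = 0.00051) and Adipoq at 5.57 (adjusted p = 0.00122), the latter 3.95 (adjusted p = 0.0602) without K19-Nog 2. Retn, the gene of resistin, misses the threshold without wild-type 1, 2 or 3 (adjusted p = 0.0599, 0.0627 and 0.0945) or K19-Nog 2 (adjusted p = 0.509), and Col6a3, a collagen gene, without wild-type 1 or 3 (adjusted p = 0.0806 and 0.0899) or K19-Nog 1 or 2 (adjusted p = 0.162 and 0.108). The noncoding RNA Malat1 fell by 2.55 (adjusted p = 2.65e-05). Fibroblast genes (1 rose, Col6a3, median 0.359, adjusted p = 5.94e-05), wound healing and matrix remodelling genes (2, or 3 over the list alone, median 0.177, adjusted p = 0.000885), Wnt targets (3, median 0.0966, adjusted p = 0.0319) and Wnt components (4, median 0.0881, adjusted p = 0.0251) shifted by camera, at adjusted p = 0.274, 0.789, 0.274 and 0.127 with an estimated correlation. The other 22 lists did not shift (camera adjusted p of 0.213 or more).

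In the C2mE genotypes against wild-type, interferon and antigen presentation genes were higher in K19-C2mE (6 of 26 rose, median 0.49, camera adjusted p = 0.0267) and K19-Nog/C2mE (7 rose, 1 fell, median 0.665, adjusted p = 0.0051, mainly from K19-Nog/C2mE 3, the mice being at 0.193, 0.134 and 1.61) but not in K19-Wnt1/C2mE (1 rose, 4 fell, median -0.272, adjusted p = 0.354), with adjusted p = 0.731 and 0.799 with an estimated correlation for the first pair. Against K19-Nog/C2mE, 11 of these genes were lower in K19-Wnt1/C2mE (20 over the list alone, median -0.818, camera adjusted p = 1.45e-09, and adjusted p = 0.407 with an estimated correlation). Pancreatic acinar genes fell in K19-Wnt1/C2mE (11 of 20 fell, 2 rose, 12 and 2 over the list alone, adjusted p = 0.009) and K19-Nog/C2mE (7 and 3, 9 and 3 over the list alone, adjusted p = 0.0215), with adjusted p = 0.239 and 0.394 with an estimated correlation, and did not shift in K19-C2mE (5 and 2, adjusted p = 0.0606). The lipase genes Pnliprp1 and Pnliprp2 stood at -5.10 (adjusted p = 1.73e-07) and -5.70 in K19-Wnt1/C2mE, while Reg1, a regenerating protein, rose by 7.98 (adjusted p = 1.41e-06). Fibroblast genes did not shift as a list in K19-C2mE (3 of 21 rose, 5 fell, adjusted p = 0.921), K19-Wnt1/C2mE (6 and 7, adjusted p = 0.873) or K19-Nog/C2mE (4 and 4, adjusted p = 0.975). Within it the collagen gene Col6a3 rose by 1.42, 1.40 and 1.49 and the microfibril gene Mfap5 stood at -2.07, -2.78 and -2.53. Endothelial genes (1 of 15 rose and 3 fell, 3 and 2, 2 and 2, adjusted p = 0.207, 0.354 and 0.877), adipocyte genes (1 of 11 rose in each and 2, 4 and 3 fell, adjusted p = 0.228, 0.13 and 0.238) and red blood cell genes (0, 1 and 0 of 5, the 1 being Alas2, adjusted p = 0.732, 0.437 and 0.975) did not shift either. Lpl, the lipoprotein lipase, stood at -3.63, -5.25 and -3.95 and Cidea, a lipid droplet protein, rose by 2.49, 3.64 and 2.50.

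In K19-Wnt1 no member of any list was called in limma, where 3069 probe sets pass an unadjusted p of 0.05 and 7 the adjusted one, and interferon and antigen presentation genes shifted by camera (median 0.362, adjusted p = 3.83e-10, and adjusted p = 0.97 with an estimated correlation). Among its mice K19-Wnt1 4, 5 and 6 had log2 levels of the circadian gene Dbp between 9.83 and 10.1, against 6.77 and 7.85 in K19-Wnt1 1 and 2 and 7.23 to 7.73 in wild-type, a gene singled out after its values were seen. The same mice split in gastrin (Gast), a gene of the antrum also singled out afterwards, at 5.34 to 5.477, against 12.84 and 11.34 in K19-Wnt1 1 and 2 and 5.327 to 7.415 in wild-type. The split of K19-Wnt1 and wild-type arrays that takes K19-Wnt1 4, 5 and 6 as the control group gives 699 changed probe sets.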
